# Spirocyclic dimer SpiD7 activates the unfolded protein response to selectively inhibit growth and induce apoptosis of cancer cells

**DOI:** 10.1016/j.jbc.2022.101890

**Published:** 2022-04-01

**Authors:** Smit Kour, Sandeep Rana, Sydney P. Kubica, Smitha Kizhake, Mudassier Ahmad, Catalina Muñoz-Trujillo, David Klinkebiel, Sarbjit Singh, Jayapal Reddy Mallareddy, Surabhi Chandra, Nicholas T. Woods, Adam R. Karpf, Amarnath Natarajan

**Keywords:** small molecule, isatin-derived spirocyclic dimer, protein misfolding, UPR, UPR activation, cancer cell vulnerability, apoptosis, ATF6, activating transcription factor 6, BiP, binding immunoglobulin protein, CHOP, C/EBP homologous protein, eIF2α, eukaryotic initiation factor 2α, EIF2AK3, eukaryotic translation initiation factor 2 alpha kinase 3, ER, endoplasmic reticulum, ERAD, ER-associated degradation, HGSC, high-grade serous carcinoma, IKKβ, inhibitor of NF-κB kinase subunit beta, IRE1, inositol-requiring enzyme 1, MS, mass spectrometry, PARP, poly(ADP-ribose) polymerase, PERK, protein kinase R–like ER kinase, pS51, phosphorylation of serine 51, RELA, v-rel avian reticuloendotheliosis viral oncogene homolog A, SEC, surface-exposed cysteine, Tg, thapsigargin, TPE-MI, tetraphenylethene maleimide, UNMC, University of Nebraska Medical Center, UPR, unfolded protein response, XBP1, X-box binding protein 1

## Abstract

The unfolded protein response (UPR) is an adaptation mechanism activated to resolve transient accumulation of unfolded/misfolded proteins in the endoplasmic reticulum. Failure to resolve the transient accumulation of such proteins results in UPR-mediated programmed cell death. Loss of tumor suppressor gene or oncogene addiction in cancer cells can result in sustained higher basal UPR levels; however, it is not clear if these higher basal UPR levels in cancer cells can be exploited as a therapeutic strategy. We hypothesized that covalent modification of surface-exposed cysteine (SEC) residues could simulate unfolded/misfolded proteins to activate the UPR, and that higher basal UPR levels in cancer cells would provide the necessary therapeutic window. To test this hypothesis, here we synthesized analogs that can covalently modify multiple SEC residues and evaluated them as UPR activators. We identified a spirocyclic dimer, SpiD7, and evaluated its effects on UPR activation signals, that is, *XBP1* splicing, phosphorylation of eIF2α, and a decrease in ATF 6 levels, in normal and cancer cells, which were further confirmed by RNA-Seq analyses. We found that SpiD7 selectively induced caspase-mediated apoptosis in cancer cells, whereas normal cells exhibited robust *XBP1* splicing, indicating adaptation to stress. Furthermore, SpiD7 inhibited the growth of high-grade serous carcinoma cell lines ~3-15-fold more potently than immortalized fallopian tube epithelial (paired normal control) cells and reduced clonogenic growth of high-grade serous carcinoma cell lines. Our results suggest that induction of the UPR by covalent modification of SEC residues represents a cancer cell vulnerability and can be exploited to discover novel therapeutics.

Unfolded protein response (UPR) is an adaptation mechanism designed to handle increased folding needs in cells and restore proteostasis. In normal cells, extrinsic stressors such as nutrient deprivation or acidosis trigger transient activation of UPR to restore proteostasis. Failure to restore proteostasis activates an apoptosis program. UPR is a protective mechanism designed to handle stress, and the level/intensity of stress dictates cell fate decisions (1, 2, 3, 4, 5, 6, 7, 8). Under acute endoplasmic reticulum (ER) stress conditions, adaptation mechanisms, such as expression of chaperones to increase folding capacity and ER-associated degradation (ERAD) proteins to clear misfolded proteins, are activated to restore normal homeostasis (9, 10, 11). However, under chronic ER stress, the adaptation mechanisms are overwhelmed, and cell death pathways are activated by, among others, transcription factor C/EBP homologous protein (CHOP) (12). In addition to cell extrinsic stressors that are transiently experienced by normal cells, tumor cells also face cell intrinsic stressors such as loss of tumor suppressors and oncogene addiction. A recent study showed that loss of the tumor suppressor phosphatase and tensin homolog deleted on chromosome 10 in high-grade serous carcinoma (HGSC) was associated with a higher burden of misfolded proteins. Phosphatase and tensin homolog deleted on chromosome 10 loss resulted in (a) higher basal levels of UPR-associated proteins and (b) increased sensitivity to bortezomib (13). This higher basal proteostasis makes cancer cells particularly vulnerable to UPR activation–induced apoptosis. Figure 1 is a model for the aforementioned, wherein the resting proteostasis in cancer and normal cells is shown in *red* and *green*, respectively. The effect of UPR activation is shown as *red* and *green arrows* in cancer and normal cells, respectively. The therapeutic window shown as a double-headed arrow, that is, the difference between the resting proteostasis levels of cancer cells and normal cells is the same for UPR activators and UPR inhibitors. Theoretically, from a therapeutic standpoint, UPR activators will drive cancer cells toward apoptosis, whereas UPR inhibitors will reduce the proliferative capacity of the cancer cells.

**Figure 1:**
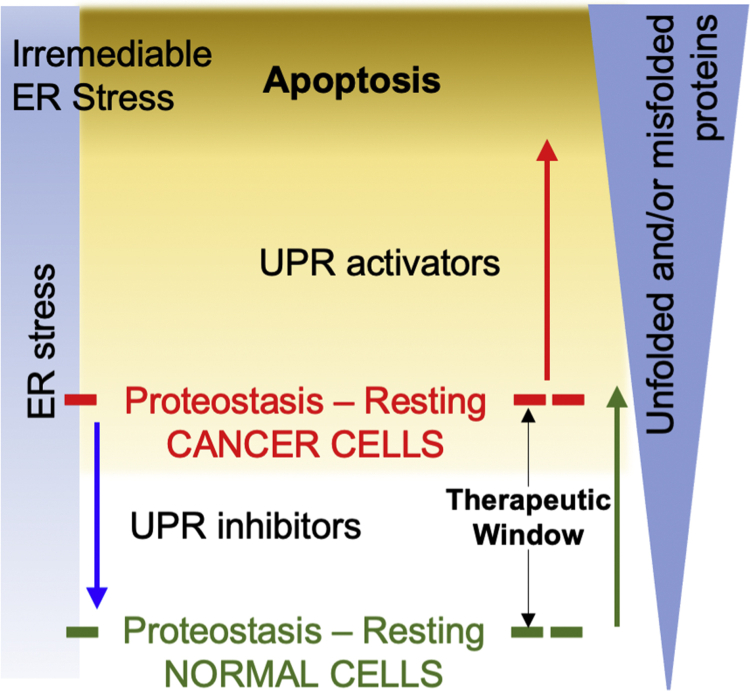
**Rationale for the development of UPR inhibitors and UPR activators.** The *red* and *green dotted lines* indicate hypothetical resting proteostasis levels in cancer and normal cells, respectively. The *red* and *green arrows* indicate UPR activation in cancer and normal cells. The *blue arrow* indicates the effects of UPR inhibition in cancer cells. UPR, unfolded protein response.

UPR activation is regulated by three major pathways, namely activating transcription factor 6 (ATF6), protein kinase R–like ER kinase (PERK), and inositol-requiring enzyme 1 (IRE1). Although all three pathways upregulate the expression of chaperones, IRE1 and PERK pathways also upregulate ERAD and apoptosis-associated genes, respectively. Activation of UPR pathways is monitored by specific readouts. Decrease in ATF6 levels serves as a sensor for ATF6 pathway activation. Thapsigargin (Tg)-induced ER Ca^2+^ depletion leads to the proteolytic cleavage of membrane-bound ATF6 to release soluble ATF6(p50), which translocates to the nucleus and activates transcription of the chaperone binding immunoglobulin protein (BiP) (11). Hypoxia-induced stress leads to the activation of PERK pathway. This is indicated by hyperphosphorylation of PERK and phosphorylation of serine 51 (pS^51^) on eukaryotic initiation factor 2α (eIF2α) (14). These phosphorylation events serve as readouts for PERK pathway activation. Increased level of unfolded proteins causes IRE1-dependent splicing of a small intron from X-box binding protein 1 (XBP1) (15, 16, 17). Spliced XBP1 is a sensor for the IRE1–XBP1 pathway that transcriptionally regulates levels of ERAD components (18).

A wide array of small molecules that directly or indirectly perturb UPR have been reported (19). The therapeutic window, that is, the difference in resting proteostasis in cancer cells *versus* normal cells, suggests that both UPR inhibitors and UPR activators can be explored as cancer therapeutics (Fig. 1). Examples include BiP inhibitor YUM70 that exhibits *in vitro* and *in vivo* effects in pancreatic cancer models (20, 21). Studies with IRE1 inhibitor MKC8866 in multiple prostate cancer models revealed that it targeted the prosurvival role of IRE1–XBP1 axis that activated c-Myc (22, 23). Knockout and mutational studies with PERK and eIF2α^S51A^, respectively, impairs tumor growth in hypoxic regions because of impaired integrated stress response (24). PERK inhibitors, GSK2606414 and GSK2656157, exhibited antitumor effects; however, pancreatic damage because of dose-limiting toxicity remains a concern (25, 26, 27). Along with PERK, general control nonderepressible 2 and heme-regulated inhibitory kinase are eIF2α kinases that are known to elicit integrated stress response. An example of a direct activator of UPR is the urea analog (3r) that inhibited tumor growth by heme-regulated inhibitory kinase–mediated phosphorylation of eIF2α (28). UPR activators that do not directly target the proteins associated with UPR have also been identified. Compound 147, identified through an elegant screen, covalently modifies protein disulfide isomerases to preferentially activate ATF6 (29). Proteasome inhibitors (Velcade, Ninlaro, and Kyprolis) elevate the levels of ubiquitinated proteins, thereby activating UPR-mediated cell death. A characteristic of misfolded proteins is a higher percentage of surface-exposed hydrophobic patches. This is recognized by the endogenous protein quality control machinery and activates their degradation. This inspired several laboratories to append hydrophobic tags to high-affinity small molecules to drive the degradation of the target proteins (30, 31, 32, 33, 34, 35, 36, 37, 38). Along these lines, we explored covalent modification of surface-exposed cysteine (SEC) residues to simulate elevated levels of unfolded/misfolded proteins to selectively induce UPR-mediated cancer cell death.

## Results

### Analog **19** covalently modifies >330 proteins

We previously reported the discovery of a spirocyclic compound with an α-methylene-γ-butyrolactone (**19**) that covalently modified NF-κB pathway proteins, RELA (v-rel avian reticuloendotheliosis viral oncogene homolog A) and IKKβ (inhibitor of NF-κB kinase subunit beta), by targeting SECs (39, 40, 41). To identify proteome-wide targets of analog **19**, we conducted a click-mass spectrometry (MS) study using an alkyne-tagged analog **19** (Fig. 2). A total of 635 proteins were covalently bound by analog **19** (peptide threshold >95%; protein threshold >99% with one peptide minimum) from two runs (Table S1). RELA and IKKβ are low abundant proteins, and they were not identified in the click-MS study. The biological replicates recalled ∼53% (339) of proteins that were bound to analog **19**, and 6% of the recalled proteins are localized to the ER (42). Pathway analysis (reactome, version 79; reactome.org) revealed that 14 of 20 most significant pathways were related to translation of proteins (Table S2). Since analog **19** covalently modifies >330 proteins, we hypothesized that a dimer of analog **19** with two covalent modifiers would either covalently modify multiple residues in these proteins to mimic a large hydrophobic patch on the surface or bind to proximal Cys residues on two proteins to simulate a misfolded protein and activate UPR.

**Figure 2:**
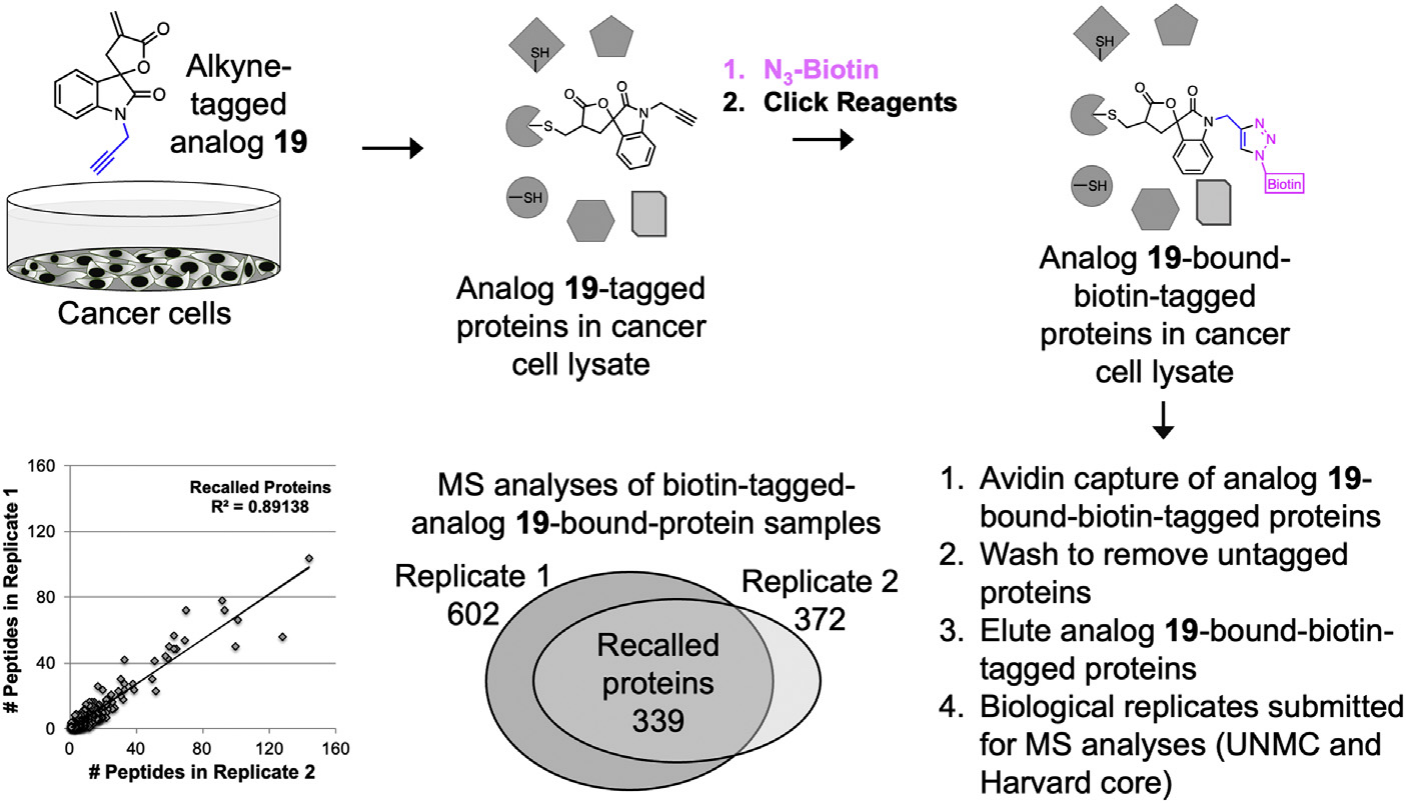
**Identification of proteome-wide targets of 19 in MiaPaCa2 cells.** Cells were incubated with 10 μM of alkyne-tagged monomer **19** for 1 h. The lysates were subjected to click reagents and biotin-azide. Biotinylated **19**-tagged proteins were isolated on a streptavidin column. Following elution proteins were subjected to mass spectrometry analyses. Venn diagram showing the recalled number of proteins identified in the biological replicates. A scatter plot of the number of peptides in the 339 recalled proteins from the biological replicates.

### Dimer of analog **19** (SpiD7) activates UPR

To test this hypothesis, we assembled dimers of analog **19** with 7-carbon and 12-carbon linkers (SpiD7 and SpiD12) along with an acyclic dimer (SpiD7-A), dimer without the covalent modifier (SpiD7-R), and a diiodo compound (SpiD7-C) and evaluated them for UPR activation. Briefly, OVCAR5 cells were incubated with the aforementioned compounds (Fig. 3*A*), and the lysates were probed for proteins in the UPR pathways (Fig. 3*B*). The results showed that SpiD7 was the only compound that reduced full-length ATF6 levels which is indicative of cleavage-induced activation and induced XBP1 splicing. We also observed PERK activation (the slower moving p-PERK band) resulting in eIF2α phosphorylation. Moreover, in SpiD7-treated lysates, we observed reduced caspase 7 and 9 levels, along with increased levels of cleaved poly(ADP-ribose) polymerase (PARP). We did not observe any such effects in **19**, SpiD12, SpiD7-A, SpiD7-R, and SpiD7-C indicating that the (a) linker length, (b) spirocyclic core, and (c) Michael acceptor contribute to UPR activation and induction of apoptosis. Consistently, results from a growth inhibition assay showed that SpiD7 was the most potent among the panel of analogs screened (Fig. 3*C*).

**Figure 3:**
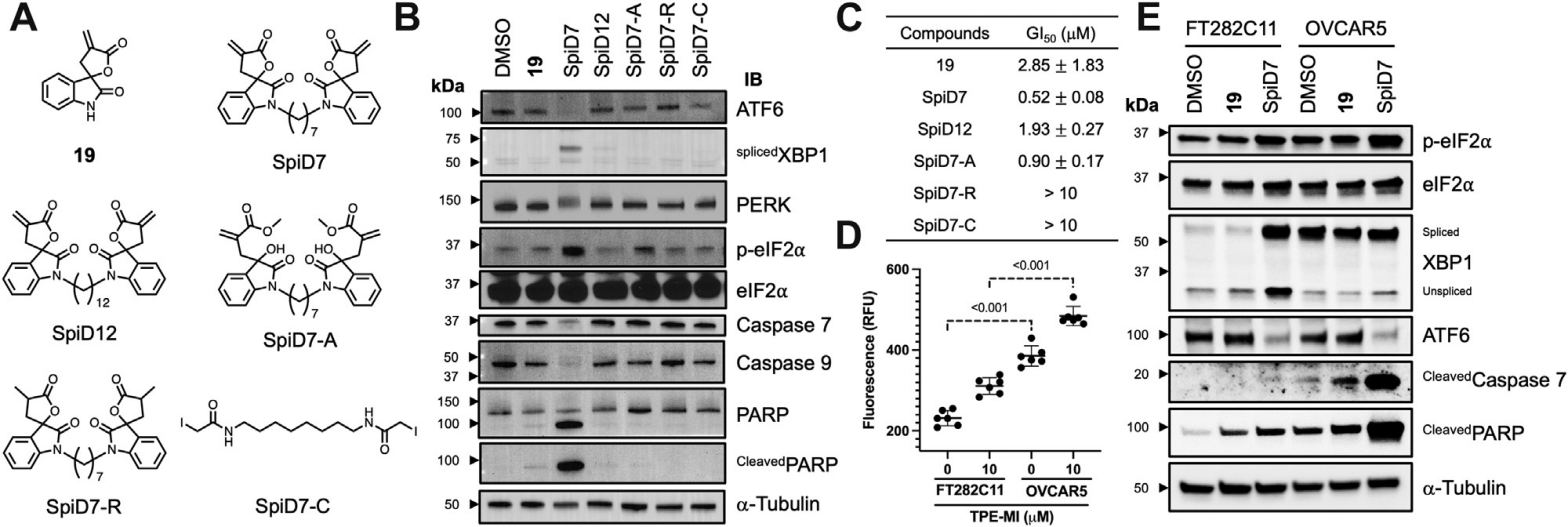
**Effect of SpiD7 and its analogs on UPR-associated proteins, cancer cell growth, and apoptosis.***A*, structure of compounds used for the structure–activity relationship (SAR) study. *B*, cancer cells (OVCAR5) treated with 10 μM of **19**, SpiD7, SpiD12, SpiD7-A, SpiD7-R, or SpiD7-C and incubated for 6 h. The lysates were probed for the indicated UPR and apoptosis-associated proteins. *C*, cancer cells (OVCAR5) treated with varying concentrations of **19**, SpiD7, SpiD12, SpiD7-A, SpiD7-R, or SpiD7-C and incubated for 72 h, and growth inhibition (GI) was determined using Alamar Blue (n = 3, average ± SD). *D*, immortalized fallopian tube epithelial cells (FT282C11) and cancer cells (OVCAR5) were incubated with 10 μM of fluorescent dye TPE-MI, and fluorescence was recorded after a 10 min incubation (n = 6, average ± SD, *p* value two-tailed *t* test). *E*, immortalized fallopian tube cells (FT282C11) and cancer cells (OVCAR5) were treated with 10 μM of **19** and SpiD7 and incubated for 2 h. The lysates were probed for the indicated UPR and apoptosis-associated proteins. Blots shown are representative examples of at least biological replicates. UPR, unfolded protein response.

### SpiD7 activates UPR in both normal and cancer cells and selectively induces apoptosis in cancer cells

The levels of SEC residues are greater in unfolded proteins as compared with their folded counterparts. A thiol probe tetraphenylethene maleimide (TPE-MI) was used to measure unfolded protein levels in cells by binding to free sulfhydryl groups on cysteine residues present on unfolded proteins, which are otherwise buried in their folded counterparts (43, 44). We treated immortalized fallopian tube epithelial cells (FT282C11) (45, 46), which represent a normal cell control, and cancer cell lines (OVCAR5 and OVCAR8) with TPE-MI to assess relative levels of unfolded proteins. We observed high TPE-MI fluorescence in cancer cells suggesting elevated levels of SECs (unfolded proteins) (Figs. 3*D* and S1).

Next, we treated FT282C11 and OVCAR5 cells with **19** or SpiD7 to determine their effect on UPR activation. In dimethyl sulfoxide–treated samples, we observed elevated levels of ^spliced^XBP1 in OVCAR5 cells when compared with FT282C11 cells (Fig. 3*E*, lanes 1 *versus* 4). This suggests that UPR is activated (higher resting proteostasis, Fig. 1) in resting cancer cells compared with normal cells. Analog **19** did not affect the levels of pS^51^-eIF2α, XBP1 splicing, or ATF6, demonstrating that **19** does not activate UPR in either OVCAR5 or FT282C11 cells (Fig. 3*E*, lanes 1 *versus* 2 and 4 *versus* 5). In SpiD7-treated FT282C11 (Fig. 3*E*, lanes 1 *versus* 3) and OVCAR5 (Fig. 3*E*, lanes 4 *versus* 6) cells, we observed an increase in pS^51^-eIF2α levels. A robust increase in XBP1 levels was observed in SpiD7-treated FT282C11, whereas no such increase was observed in OVCAR5 cells (Fig. 3*E*, lanes 1 and 3 *versus* 4 and 6). SpiD7 nonselectively activated ATF6 (Fig. 3*E*, lanes 3 and 6), which is consistent with reported small-molecule probes that covalently target cysteine residues on protein disulfide isomerases to activate ATF6 (29). Moreover, we observed a more robust ^Cleaved^Caspase 7 and ^Cleaved^PARP levels in SpiD7-treated OVCAR5 cells when compared with FT282C11 cells (Fig. 3*E*, lanes 3 *versus* 6). We also compared SpiD7 and the classical UPR activator Tg for induction of apoptosis in normal and cancer cells (Fig. S2). Unlike Tg, SpiD7-mediated PARP cleavage is approximately 2.7-fold higher in OVCAR5 cells as compared with FT282C11 cells.

### RNA-Seq analyses indicate that SpiD7 activates UPR

To further assess if SpiD7 activates UPR, OVCAR5 cells were treated with SpiD7 and incubated for 2, 6, and 12 h. 

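OVCAR5 is an established ovarian cancer cell line, and DMSO was the vehicle. The 6 libraries comprised 2 of DMSO-treated cells, 2 of cells treated with 10 μM SpiD7 for 2 h, and 1 each of cells treated for 6 h and 12 h. The sample labels give no duration for the vehicle. The authors deposited a table of 4 Cuffdiff comparisons with an FPKM value (fragments mapped to a transcript, relative to its length and to the reads mapped in the library) for each side, and no read counts. The comparisons of the first 2 h library, the 6 h library and the 12 h library each used the first DMSO library. Because Cuffdiff scaled each comparison separately, the same DMSO values were 0.972 times as high in the 6 h comparison and 0.994 times as high in the 12 h comparison as in the first, and every library was brought to the scale of the first comparison by these factors. The remaining comparison has columns named for replicate 2 of DMSO and of 2 h, but their values were not those of separate libraries. Of the 18195 rows above 0 in the first DMSO library, 0 were at 0 in the column named for its replicate, against 838 in the first 2 h library, 608 at 6 h and 639 at 12 h. Among rows with a mean FPKM of at least 1, 527 were more than 2-fold higher in that column than in the first DMSO library and 0 were more than 2-fold lower. The corresponding numbers for the 2 h columns were 310 and 0. The share of the first library that fitted this lower limit was 0.526 for DMSO and 0.509 for 2 h. After that share was subtracted, 70.7% of the low values left in the DMSO column lay on whole steps of 1 read, against 15.3% on random steps. In the 2 h column, 73.0% lay on such steps, against 10.9% on random steps. On steps of the first library lay 8.83% for DMSO but 48.5% for 2 h. If the reads had been merged before counting, the steps of the first library, at a log2 ratio of -0.97, would fit best. In the 2 h column the best step lay at -0.564, which argues against a merging there, although the 48.5% was not explained. Both columns were treated as the authors' means of the 2 libraries of a group with equal weights. Each replicate 2 was recovered as what remained after the first library. This reading rests on the values alone, and the paper's text does not describe the columns. On known averages of the deposited libraries the subtraction returned 100.0% of the rows within 0.01 of their log2 value. This checks the calculation only, and cannot show that the columns are such averages. Fold changes were calculated on log2(FPKM + 0.1), which understates the change of genes with low values, over the 13287 genes with a mean FPKM of at least 1 across the 6 libraries. Rows of the same gene symbol were summed. The methods state a number of reads per sample, which the table does not show. Total depth in the values is unknown, but the value of 1 read places the depth relative to the first DMSO library at 0.898 for recovered DMSO, 1.02 and 0.771 for the first and recovered 2 h libraries, 1.11 at 6 h and 0.951 at 12 h.

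**Figure D1:**
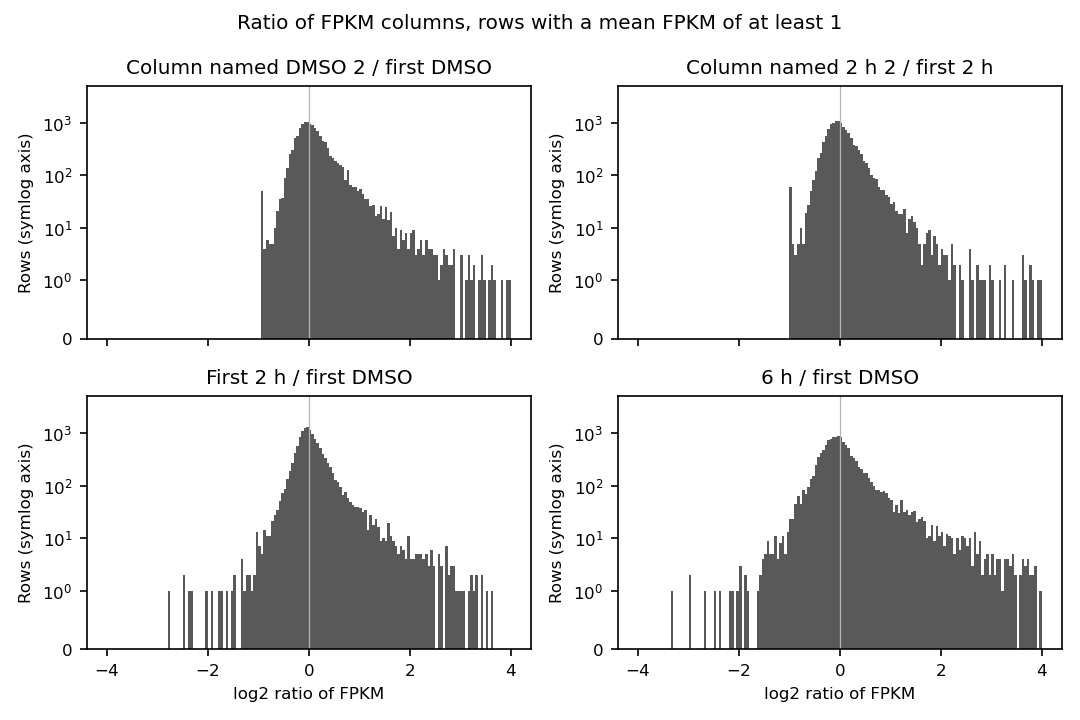
Number of rows (vertical axis, linear below 1 and logarithmic above) by the log2 ratio of 2 FPKM columns (horizontal axis), for rows with a mean FPKM of at least 1. The upper panels, for the columns named for replicate 2, end sharply on the left at the share of the first library, at log2 ratios of -0.93 and -0.97 for 1% of all rows, whereas the lower panels, for separate libraries, have no such edge.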

RNA isolated from these samples was sequenced by the University of Nebraska Medical Center (UNMC) sequencing core. Representative volcano plot describing differential RNA expression between vehicle-treated and SpiD7-treated cancer cells for 2 h is shown in Figure 4*A* (please see Fig. S3 for the volcano plot for the 6 and 12 time points). 

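At 2 h, 396 of 13287 genes differed more than 2-fold between the mean log2 values of the 2 SpiD7 libraries and the 2 DMSO libraries, with 308 higher and 88 lower after SpiD7. The first pair of libraries alone gave 510 genes, of which 434 were higher. The recovered pair gave 471 genes, of which 332 were higher. Only 154 genes passed 2-fold in the same direction in both pairs, with 140 higher and 14 lower, and 40 passed it in opposite directions. Across genes, which are not independent replicates, the log2 fold changes of the 2 pairs had a correlation of 0.0826. It was not a rank correlation, so that genes listed at 0 in a single library weigh heavily in it. LOC102723551, for example, was at 17.53 in the first and 0.0 in the recovered pair, and LOC102723931 at 0.0 and 17.65. Without such genes it was not calculated, so that it does not show unrelated responses in the 2 pairs. The 2 DMSO libraries themselves differed more than 2-fold in 1792 genes, 1158 of them higher in the recovered library and 634 lower, and the 2 libraries at 2 h differed more than 2-fold in 1453 genes. Replicates of either group thus differed 2-fold in more genes than SpiD7 and DMSO did in either pair. Without a filter on low values, the count at 2 h was 1092 genes. In the authors' deposited table, 145 entries of the comparison of mean columns had a p-value of at most 0.05 and a change of more than 2-fold, 110 of them higher and 35 lower, and the comparison of the first libraries had 315 such entries.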

A greater than two-fold gene expression change was observed in >113 genes at a false discovery of rate <0.05. 

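The 2 h libraries were compared with DMSO by limma (2 against 2), since no other SpiD7 time point has replicates. Of 13287 genes, 3 changed more than 2-fold with a Benjamini-Hochberg adjusted p-value under 0.05, and 378 had an unadjusted p-value under 0.05. The 3 genes, all small RNAs and named after their values were seen, were MIR1260B, SNORA18 and SNORA32, with adjusted p-values from limma of 0.0202, 0.0418 and 0.0418. Each was listed at 0 in both 2 h libraries, which in a table without counts can be a failed estimate. MIR1260B was listed at 1131 and 1443 in DMSO, 513 at 6 h and 635 at 12 h. SNORA32, by contrast, was listed at 50.9 and 70.1 in DMSO and at 0 in every SpiD7 library. With the replicate number as a block in the limma model, 0 genes passed both criteria and 1874 had an unadjusted p-value under 0.05. Without any change, a share of about 0.05 of the genes would lie there. The 378 without the block fall short of that share and the 1874 exceed it, although genes are not independent. The test without the block may thus be too conservative, and its 3 genes do not show that little changed. The correlation over genes of the deviations of same-numbered libraries from their group means was 0.369. HSPA6, the largest rise among heat shock genes, had a log2 fold change of 8.22 at 2 h (standard error 0.45, adjusted p = 0.209 from limma and 0.329 with the replicate block). In the authors' deposited table, rows with a q-value under 0.05 and a change of more than 2-fold numbered 87 in the comparison of the first 2 h libraries, 22 in the comparison of mean columns, 127 at 6 h and 67 at 12 h. The same limma test had first been run with the mean columns taken as replicate 2, as their names read, before it was seen that they contain the first libraries. It called 110 genes, and 177 with the replicate block, from values that are not independent.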

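The hallmark gene set was not used here and no enrichment score was calculated. In its place, 2 lists of UPR genes fixed before the data were examined were followed over time. The ER chaperone and ERAD list (20 genes of protein folding and ER-associated degradation) had a median log2 fold change of -0.05 at 2 h, 0.15 at 6 h and 0.45 at 12 h against the mean of both DMSO libraries. Among 10000 random lists of genes matched on mean expression, these medians lay at percentiles 50.4, 69.4 and 100.0. Against the first DMSO library the median was 0.29 at 6 h and 0.72 at 12 h, at percentiles 99.99 and 100.0. Against the recovered DMSO library it was 0.04 and 0.34, at percentiles 6.57 and 97.3. The PERK/ATF4 list (19 genes) had medians of 0.49, 1.10 and 1.02 at 2 h, 6 h and 12 h, each at percentile 100.0. Against the first DMSO library its median went from 1.16 at 6 h to 1.51 at 12 h, and against the recovered one from 0.98 to 1.07. The 6 h and 12 h values come from single libraries and have no replicate check.

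**Figure D2:**
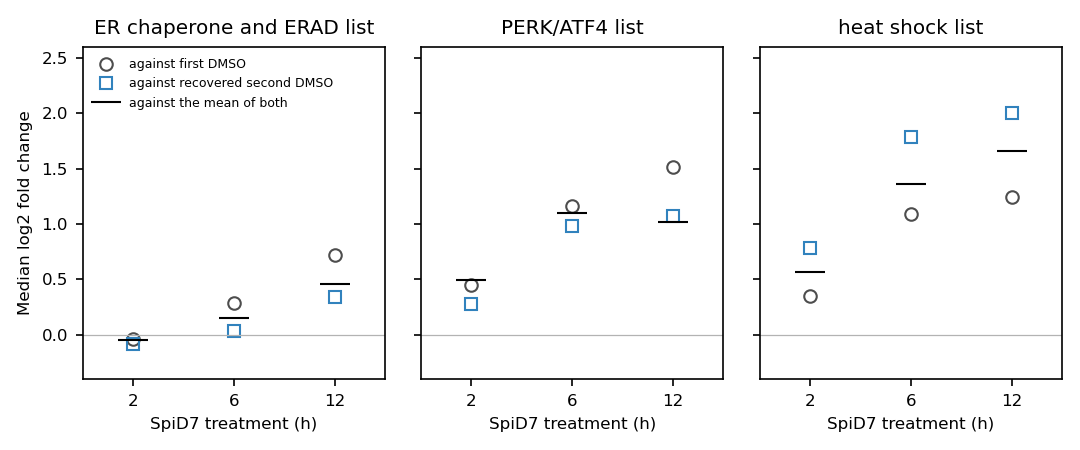
Median log2 fold change (vertical axis) of 3 gene lists after 2 h, 6 h and 12 h of SpiD7 (horizontal axis). Circles are fold changes against the first DMSO library (at 2 h, the first pair), squares against the recovered DMSO library (at 2 h, the recovered pair), and bars against the mean of both. The ER chaperone and ERAD list rises from -0.05 to 0.45 and the heat shock list from 0.56 to 1.66.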

Gene set enrichment analysis showed a time-dependent increase in the normalized enrichment scores for the hallmark UPR gene set (Fig. 4*B*, 6 h treatment and Fig. S3 for the 2 and 12 h treatment). 

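Of the 40 genes labelled in the heat map of Figure 4C, 31 had a mean FPKM of at least 1. Their median log2 fold change against both DMSO libraries was 0.57 at 2 h, 0.99 at 6 h and 1.10 at 12 h. More than 2-fold higher were 7 genes at 2 h, 15 at 6 h and 18 at 12 h, whereas 0, 1 and 1 were more than 2-fold lower. These genes were chosen by the paper for their change, so that their median is a description. Against the first DMSO library alone 26 were more than 2-fold higher at 12 h, and against the recovered DMSO library alone 11 were. IL8 depended most on the DMSO library. Its FPKM was 0.42 in the first and 190 in the recovered DMSO library, 1.69 and 43.4 in the first and recovered 2 h libraries, 2.22 at 6 h and 2.50 at 12 h. The log2 fold change of IL8 at 12 h was 2.32 against the first DMSO library and -6.20 against the recovered one.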

Euclidean cluster analysis greater than twofold change for the Gene Oontology ER stress and hallmark UPR gene set for 2, 6, and 12 h treatment is summarized in Figure 4*C* and Fig. S4, respectively. 

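Among 14 genes of the UPR (ATF3, HERPUD1, CHAC1, DNAJC3, WIPI1, CEBPB, DDIT4, ERN1, EIF2AK3, ATF4, DNAJB9, XBP1, HSPA5 and TSPYL2), 12 were higher than DMSO at 2 h, 13 at 6 h and 14 at 12 h. The median log2 fold change was 0.66, 1.23 and 1.29. Against the first DMSO library alone it was 1.725 at 6 h and 1.891 at 12 h. Against the recovered one it was 0.595 and 0.698. At 12 h, 14 genes were more than 2-fold higher than the first DMSO library. Against the recovered one 4 were, and 1 was more than 2-fold lower. At 6 h, 12 genes were higher than at 2 h, and at 12 h, 9 were higher than at 6 h and 5 were lower. HERPUD1, DNAJC3, DDIT4, ERN1, DNAJB9, HSPA5 and TSPYL2, 7 of the 14, rose at each step. With each DMSO or 2 h library left out in turn, this number was between 3 and 8. DNAJC3 is among the 7 with a log2 fold change of 0.02 at 2 h, which was -0.0059 after median-ratio scaling. All 14 genes were higher in the recovered than in the first DMSO library. At 12 h, 11 genes exceeded both DMSO libraries, and at 2 h, both SpiD7 libraries exceeded both DMSO libraries in 5 genes. Within same-numbered pairs, 10 of the 14 were higher at 2 h in both pairs, and the other 4 (ATF3, DNAJC3, WIPI1 and CEBPB) in 1 pair only. HERPUD1 (chromosome 16 of GRCh38, 56932048 to 56944863) had FPKM values of 14.3 and 33.2 in the first and recovered DMSO libraries, 50.7 and 79.7 at 2 h, 248 at 6 h and 350.0 at 12 h, a log2 fold change of 4.00 at 12 h. XBP1 (chromosome 22, 28794555 to 28800597) had 20.3 and 49.8 in DMSO, 40.7 and 64.0 at 2 h, 93.8 at 6 h and 82.8 at 12 h. WIPI1 (chromosome 17, 68420948 to 68457513) was at 3.31 and 9.62 in DMSO, 2.80 and 10.5 at 2 h, 3.52 at 6 h and 7.61 at 12 h, so that its changes did not exceed the difference between the DMSO libraries. In limma at 2 h, 0 of the 14 genes had an adjusted p-value under 0.05, whether adjusted over all genes or over the 14 alone. With the replicate block, 4 of the 14 passed when adjusted over the 14 alone and 0 over all genes. From the increase of these genes with time, the paper concludes that SpiD7 induces the UPR.

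**Figure D3:**
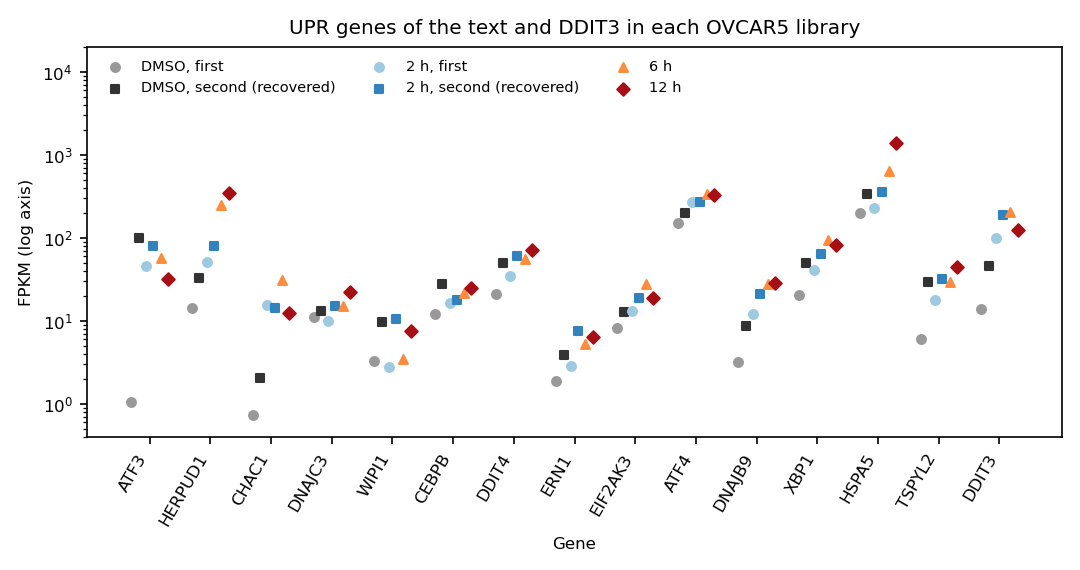
FPKM (vertical axis, logarithmic) of the 14 genes and DDIT3 (horizontal axis) in each of the 6 libraries, 1 point per library. Circles are the first libraries and squares the recovered libraries of DMSO (grey) and 2 h (blue), triangles 6 h and diamonds 12 h. HERPUD1 climbs to 350.0 at 12 h, whereas ATF3 in the recovered DMSO library lies above its 12 h value.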

A time-dependent increase in the expression for majority of genes (ATF3, HERPUD1, CHAC1, DNAJC3, WIPI1, CEBPB, DDIT4, ERN1, eukaryotic translation initiation factor 2 alpha kinase 3 [EIF2AK3], ATF4, DNAJB9, XBP1, heat shock protein family A member 5 [HSPA5], and TSPYL2) in the Gene Ontology ER stress and the hallmark UPR gene set was observed demonstrating induction of UPR. Of note, overexpression of genes CHAC1, ATF3, ATF4, and EIF2AK3 are associated with proapoptotic effects mediated by the PERK/ATF4/CHOP signaling pathway. 

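CHAC1 (chromosome 15 of GRCh38, 40952962 to 40956519) had FPKM values of 0.74 and 2.08 in the first and recovered DMSO libraries, 15.5 and 14.2 at 2 h, 31.2 at 6 h and 12.4 at 12 h. Its log2 fold change at 2 h was 3.47, with an unadjusted p of 0.00500 and an adjusted p of 1.0 from limma (0.0119 and 0.329 with the replicate block), and both 2 h libraries lay above both DMSO libraries. ATF3 (chromosome 1, 212565334 to 212620777) had 1.06 in the first and 99.4 in the recovered DMSO library, 46.0 and 80.2 at 2 h, 57.0 at 6 h and 31.9 at 12 h. Its log2 fold change at 12 h was 4.78 against the first DMSO library and -1.64 against the recovered one, so that its direction rests on the DMSO library. ATF4 (chromosome 22, 39519695 to 39522685) had 153 and 202 in DMSO, 270 and 274 at 2 h, 343 at 6 h and 326 at 12 h. EIF2AK3 (chromosome 2, 88556741 to 88627576) had 8.16 and 12.7 in DMSO, 13.3 and 19.1 at 2 h, 27.8 at 6 h and 18.9 at 12 h. CHAC1, ATF3 and EIF2AK3 were lower at 12 h than at 6 h. ATF4 was too, with log2 fold changes of 0.96 at 6 h and 0.89 at 12 h, but not after median-ratio (0.91 and 0.92) or upper-quartile scaling (0.92 and 0.94).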

Western blot analyses with lysates of the time-course study done in parallel revealed a time-dependent increase of BiP (GRP78) and pS^51^-eIF2α in SpiD7-treated cells (Fig. 4*D*). The time-dependent increase in CHOP and PARP cleavage suggests inability of the cancer cells to overcome the SpiD7-induced covalent modification of proteins (Fig. 4*D*).

**Figure 4:**
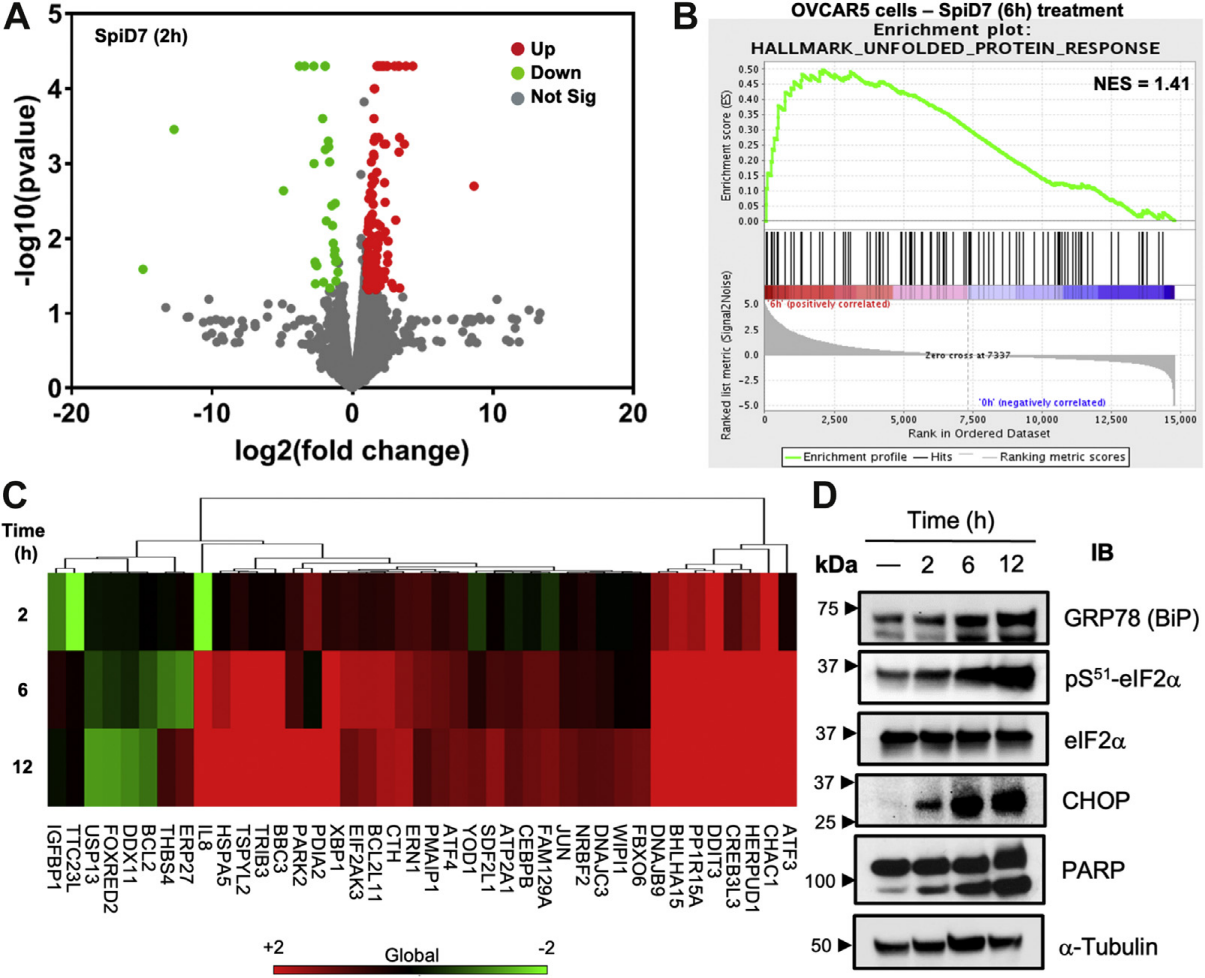
**RNA-Seq analyses with samples derived from cancer cells (OVCAR5) treated with SpiD7 (10 μM) for 2, 6, and 12 h.***A*, representative volcano plot showing the differential RNA expression between the 2 h vehicle and SpiD7 treatment against *p* value (≤0.05 and twofold change is highlighted in *red* and *green*). *B*, representative gene set enrichment analysis for the hallmark UPR gene set for 6 h, SpiD7-treated cells (FDR ≤ 0.05). *C*, heat map showing twofold change of the GO ER stress gene set for the 2, 6, and 12 h, SpiD7-treated cells. *D*, Western blot analyses of lysates derived from cancer cells (OVCAR5) treated with SpiD7 (10 μM) for 2, 6, and 12 h probed for key proteins that indicated UPR activation. Blots shown are representative examples of at least a biological replicate. ER, endoplasmic reticulum; FDR, false discovery rate; GO, Gene Ontology; UPR, unfolded protein response.

### Efficacy studies with SpiD7

Next, to determine the relative potency of the SpiD7 and **19** to inhibit growth of HGSC cell lines (47, 48), we subjected them to a 3-day cell growth assay. Among the cell lines (Kuramochi, OVCAR4, SNU-119, OVSAHO, CaOV3, and OVCAR8), the most sensitive cell line was OVCAR8, and SpiD7 was 14.4-fold more potent than **19**, and the least sensitive cell line was Kuramochi. On an average, SpiD7 was approximately sixfold more potent than **19** in inhibiting HGSC cell growth. SpiD7 was approximately 3- to 15-fold more potent in inhibiting the growth of HGSC cells over FT282C11 cells (Fig. 5*A*). To assess the ability of SpiD7 to inhibit colony formation, OVCAR8 and CaOV3 cells were subjected to 7- and 14-day clonogenic assay, respectively (Fig. 5*B*). Briefly, single-cell suspension of ∼10^3^ HGSC cells was incubated with SpiD7, colonies allowed to form for 7 or 14 days, stained with crystal violet, and colonies containing over 50 cells were manually counted. SpiD7 reduced clonogenic growth and survival of HGSC cells (OVCAR8 and CaOV3), which is consistent with reported studies that showed reduction in colony formation upon UPR induction (49, 50). The activation of caspases, a class of cysteine proteinases, is routinely used by us and others as indicators for the induction of apoptosis (40, 51, 52, 53, 54, 55, 56). The results show that SpiD7 activates effector caspases 3/7 in HGSC cell lines (CaOV3, OVCAR8, and Kuramochi) (Fig. 5*C*).

**Figure 5:**
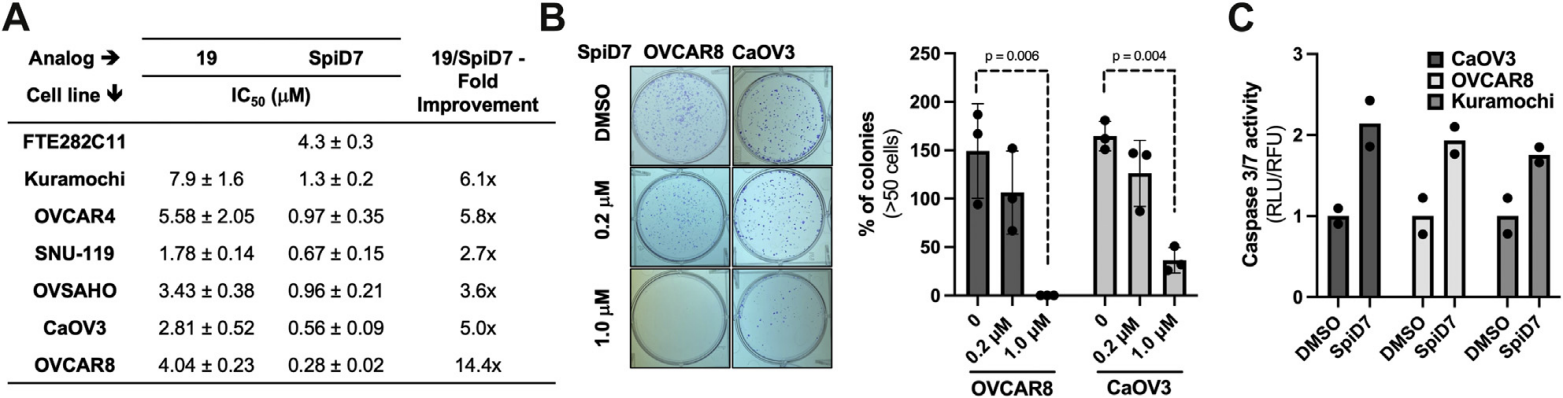
**Efficacy studies with SpiD7 in HGSC cell lines.***A*, growth inhibition (3 days) assay with monomer **19** and dimer SpiD7 in a panel of HGSC cell lines (n = 3, average ± SD). *B*, clonogenic survival studies with dimer SpiD7 in HGSC cell lines. The *bar graph* represents quantification of the number of colonies with more than 50 cells (n = 3, average ± SD, *p* value two-tailed *t* test). *C*, under multiplexing conditions, HGSC cell lines were incubated with SpiD7 for 24 h and caspase 3/7 activity assessed (n = 2). HGSC, high-grade serous carcinoma.

## Discussion

Here, we demonstrate that covalent modification of SEC residues induces UPR activation resulting in cancer cell death. In a previous study, we found that an isatin-derived spirocyclic core with an α-methylene-γ-butyrolactone moiety (analog **19**) inhibits NF-κB pathway by covalently binding to cysteine residues on RELA and IKKβ. Proteome-wide profiling of analog **19** targets using a click-pull down-MS study showed that analog **19** covalently modifies >330 proteins with high confidence. We also found that the modified proteins included those involved in key ER functions such as protein folding and cellular response to stress, thus indicating that **19** could be modulating the UPR.

We used TPE-MI to show elevated levels of SECs in cancer cells when compared with nontransformed immortalized cells indicating the presence of higher levels of unfolded proteins. This suggests that covalent modification of SECs will simulate the presence of misfolded proteins and disproportionately affect the cancer cells. Cells treated with UPR activator tunicamycin, which irreversibly binds to UDP-*N*-acetylglucosamine–dolichyl-phosphate *N*-acetylglucosamine-1-phosphate transferase, exhibit accumulation of unfolded/misfolded proteins in the ER and UPR activation (57). Treatment with lower dosage or shorter time results in adaptation or a lag period, whereas higher dosage and longer incubation times results in cell cycle arrest and eventually apoptosis by robust upregulation of CHOP and Gadd34 (58, 59).

Since **19** covalently modifies >330 proteins, we hypothesized that dimers that can covalently modify more than one sulfhydryl group and as a consequence simulate increased levels of misfolded proteins will activate UPR. The limited structure–activity relationship study with **19**, SpiD7, SpiD12, SpiD7-A, SpiD7-R, and SpiD7-C, identified structural element of SpiD7, such as linker length, the spirocyclic core, and the Michael acceptor, is required for activation of UPR. We recently showed that SpiD7 covalently modifies RELA to generate stable high molecular weight species (41). A logical extension is that SpiD7 simulates the presence of misfolded proteins to activate UPR. A comparison of SpiD7 activity in cancer cells (OVCAR5) *versus* normal cells (FT282C11) shows selective activation of IRE1 pathway in FT282C11 cells, indicating adaptation. It is important to note that when compared with FT282C11 cells, the basal XBP1 levels in OVCAR5 are elevated, which is probably required to handle the sustained cell intrinsic stress. This suggests that the IRE1 pathway in OVCAR5 cells is operating at maximal efficiency in its resting state. Activation of the PERK and ATF6 arms of the UPR pathway was observed in both OVCAR5 and FT282C11 cell lines. 

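The counts here required no p-value, unlike the paper's, although the authors' deposited table gives Cuffdiff p-values for its comparisons of single libraries. Of 13287 genes, 178 were at least 4-fold higher at 12 h than the mean of both DMSO libraries, with 2 h ≤ 6 h ≤ 12 h. Another 71 were at least 4-fold lower with the reverse order. Of these 249 genes, 109 were listed at 0 in at least 1 library. Leaving out the recovered DMSO library gave 184 and 33 genes, and leaving out the first gave 187 and 116. Of the 167 genes of Table S3, 163 were found by symbol. Among those, 150 had the same direction at 12 h as in the supplement and 13 the other, and 49 met the 4-fold and steady criterion here, 48 of them higher and 1 lower. The correlation across the 163 genes between the 12 h values of the supplement and those calculated here was 0.772, and genes are not independent replicates. IL1RL1 (chromosome 2 of GRCh38, 102311502 to 102352037) had FPKM values of 0.15 and 0.14 in the first and recovered DMSO libraries, 1.498 and 2.39 at 2 h, 5.00 at 6 h and 13.6 at 12 h, a log2 fold change of 5.80. CCL26 (chromosome 7, 75769533 to 75789896) had 1.13 and 2.30 in DMSO, 0.95 and 2.43 at 2 h, 10.9 at 6 h and 84.4 at 12 h.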

Analyses of time-course RNA-Seq datasets of OVCAR5 cells treated with SpiD7 identified 136 and 31 genes with *p* value <0.05 that were fourfold up and fourfold down, respectively, and exhibited a time-dependent increase or decrease (Table S3). Among the most differentially regulated genes, 99 mapped to an entity in reactome. Several stress response pathways including UPR activation were featured in the 20 most significant pathways that were perturbed by SpiD7 (Table S4).

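A list of 17 heat shock genes fixed before the data were examined had a median log2 fold change of 0.56 at 2 h, 1.36 at 6 h and 1.66 at 12 h, each at percentile 100.0 of the matched random lists. The list was chosen because heat shock pathways come first in Table S4, which the paper derived from these same libraries. Its percentiles are therefore a description and no independent test. The list was not rerun without the genes of the paper's lists. All 17 genes were higher than the mean of both DMSO libraries at each time point, but in the first pair at 2 h 16 of 17 were, FKBP4 being lower. At 12 h, 16 were more than 2-fold higher than that mean, 12 than the first DMSO library and 17 than the recovered one. The 12 h median was 1.24 against the first DMSO library and 2.00 against the recovered one. HSPA6 (chromosome 1 of GRCh38, 161524540 to 161526910) rose from FPKM values of 0.32 and 0.10 in the first and recovered DMSO libraries to 77.5 and 93.6 at 2 h, 620.0 at 6 h and 1030 at 12 h. FKBP4, the smallest rise of the list, had a log2 fold change of 0.93 at 12 h, from FPKM values of 109 and 47.1 in DMSO to 137.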

In SV40-transformed mouse fibroblast, tunicamycin treatment selectively induced apoptosis in the transformed fibroblast by increasing the intracellular Ca^2+^ and accumulation of unglycosylated proteins in the ER (60). This is consistent with our observation of robust increase in cleaved-PARP and cleaved-caspase 7 levels in OVCAR5 cells treated with SpiD7 but not in FT282C11 cells. This suggests that IRE1 activation and robust XBP1 splicing observed in FT282C11 cells counteracts SpiD7-induced stress to block UPR-mediated apoptosis. Whereas in the cancer cells, the IRE1 pathway is activated in its resting state; therefore, there was no additional increase in XBP1 splicing upon SpiD7 treatment. XBP1 splicing is known to mitigate the ER stress in secretory B cells in multiple myeloma and triple-negative breast cancer cells to facilitate growth and survival (61, 62). This is similar to what we see in our study with FT282C11 cells wherein covalent modification of proteins by SpiD7 induces ER stress resulting in robust XBP1 splicing. Since IRE1 pathway is activated in resting OVCAR5 cells, the adaption threshold is breached upon SpiD7 treatment to activate programmed cell death. On the other hand, analog **19** did not induce the activation of UPR, indicating that at equimolar concentrations, dimer SpiD7–induced covalent modification of proteins is more effective in inducing UPR activation.

The time-course study with SpiD7 showed elevated levels of ER chaperone BiP as well as increase in p-eIF2α indicating activation of PERK, along with increased CHOP and cleaved-PARP protein levels. These observations are consistent with the RNA-Seq data that showed increased HSPA5 (BiP), EIF2AK3 (PERK), and DNA damage–inducible transcript 3 (DDIT3) (CHOP) levels. 

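HSPA5 (chromosome 9 of GRCh38, 125234853 to 125241330) had FPKM values of 197 and 336.7 in the first and recovered DMSO libraries, 229 and 354 at 2 h, 638 at 6 h and 1378 at 12 h. Its log2 fold change was 0.14 at 2 h, within the difference between the DMSO libraries, and 2.42 at 12 h. By pair, the 2 h value was 0.22 in the first and 0.07 in the recovered pair (unadjusted p = 0.181 and adjusted p = 0.461 from limma with the replicate block). It was -0.24 without the first DMSO library and -0.17 without the recovered 2 h library. It was 0.53 without the recovered DMSO library and 0.46 without the first 2 h library. These fits no longer compare same-numbered libraries. DDIT3 (chromosome 12, 57516588 to 57521737) had 13.9 and 46.3 in DMSO, 99.1 and 188 at 2 h, 203 at 6 h and 124 at 12 h. Both 2 h libraries exceeded both DMSO libraries, with a log2 fold change of 2.42, an unadjusted p of 0.0403 and an adjusted p of 1.0 from limma. With the replicate block, the unadjusted p was 0.00667 and the adjusted p 0.329 from limma. For EIF2AK3 the log2 fold change was 0.65 at 2 h, 1.44 at 6 h and 0.89 at 12 h, with an unadjusted p at 2 h of 0.144 from limma without and 0.00671 with the replicate block (adjusted p = 1.0 and 0.329).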

Previous studies with Tg, which is known to covalently modify the sarcoendoplasmic reticulum calcium transport ATPase pump, showed that disruption of the cellular Ca^2+^ homeostasis results in the induction of apoptosis by sustained elevation of ATF4, CHOP, and BiP followed by a gradual increase in cleaved PARP levels (63). Although SpiD7 and Tg activate UPR, our head-to-head comparison study of SpiD7 and Tg in normal *versus* cancer cells suggests that the mechanism associated with UPR activation plays a critical role in selectively inducing apoptosis in cancer cells. Growth inhibition studies showed that SpiD7 is approximately sixfold more potent inhibiting the growth of HGSC cell lines when compared with **19**. Moreover, depending on the HGSC cell lines, SpiD7 exhibited ∼3-fold to 15-fold selectivity in inhibiting the growth of HGSC cell line over FT282C11. Since SpiD7 also perturbs the NF-κB pathway, the observed inhibition of growth and induction of apoptosis is not exclusively because of UPR activation. Our studies provide critical proof of concept for a novel therapeutic modality; we recognize that additional studies with other dimers that have head groups that can covalently modify SECs are required to validate this strategy. In conclusion, our studies show that small molecules that possess the ability to covalently modify multiple SECs in protein complexes can selectively induce apoptosis in cancer cells by UPR activation.

## Experimental procedures

### Cell lines

Nontransformed human telomerase reverse transcriptase–immortalized human fallopian tube epithelial cells FT282C11 and human cancer cell lines MiaPaCa2, OVCAR5, OVCAR8, and CaOV3 were cultured in Dulbecco's modified Eagle's medium with high glucose (catalog no.: SH30022; Hyclone) with 10% fetal bovine serum (catalog no.: 26140079; Life Technologies) and 1% penicillin–streptomycin (catalog no.: 16777-164; Hyclone). Human cancer cell lines Kuramochi, SNU-119, and OVSAHO were cultured in RPMI1640 (catalog no.: SH30027; Hyclone) with 10% fetal bovine serum and 1% penicillin–streptomycin.

### Cell lysis and Western blot

Cell lysis and Western blot analyses were done following reported methods (52, 54, 55, 64, 65).

### Antibodies

ATF6 (CST; catalog no.: 65880), α-tubulin (CST; catalog no.: 3873), Cl-PARP (CST; catalog no.: 9541), PARP (CST; catalog no.: 9542), XBP1 (Abcam; catalog no.: Ab198999), p^S51^-eIF2α (CST; catalog no.: 3398), eIF2α (CST; catalog no.: 5324), Cl-Caspase-7 (CST; catalog no.: 8438), Bip (CST; catalog no.: 3177), PERK (CST; catalog no.: 5683), CHOP (CST; catalog no.: 2895), Caspase 7 (CST; catalog no.: 9492S), Caspase 9 (CST; catalog no.: 9502S), and XBP1 (Invitrogen; catalog no.: PA5-27650).

### RNA extraction and RNA-Seq analyses

OVCAR5 cells were seeded at a density of 2 × 10^6^ cells in 100 mm dishes and allowed to adhere overnight. The cells were treated with 10 μM of SpiD7 for 2, 6, and 12 h. The cells were washed with PBS post-treatment and incubated for 5 min at room temperature on shaker with 2 ml of Trizol (catalog no.: 15596018; Invitrogen). The samples were harvested and collected in microfuge tubes (1 ml per 2 ml tube). RNA purification steps were performed using the Direct-zol Miniprep Plus kit (catalog no.: #R2070; Zymo Research) according to the manufacturer’s protocol.

RNA-Seq of the samples was performed at the UNMC Genomics Core Facility following reported method (66) using two lanes of the HiSeq 2500 DNA Analyzer (Illumina) to generate a total of approximately 20 to 25 million 50 bp single reads for each sample. The quality of the sequencing was continually monitored with a Q30 score. Following sequencing, the samples were demultiplexed to produce FASTQ files. The resulting sequence files were processed by the UNMC Epigenomics core facility. Adaptor sequences and low-quality (Phred score: 20) ends were trimmed using the Trim Galore software package (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). The resulting FASTQ files were aligned to the human genome (GRCm38/mm10) using the software TopHat (version 2.0.8) (http://ccb.jhu.edu/sofware/tophat/index.shtml). 

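The loci in the deposited table are on human chromosomes. Of 29982 gene symbols, 22716 matched 1 gene of the GENCODE release 29 annotation of GRCh38, and of the 22710 of these on chromosomes 1 to 22, X and Y, 22669 (99.8%) overlapped the gene of the same symbol. The positions given with the genes are from that annotation.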

The software Cufflinks (version 2.1.1) (http://cole-trapnell-lab.github.io/cufflinks/) was used to estimate the expression values, and Cuffdiff (version 2.1.1; cufflinks) was used to determine the differential expression.

### Colony formation assay

Colony formation assay was done following reported methods (67). Briefly, single-cell suspension of OVCAR8 and Caov3 cells was seeded in 6-well dishes at a density of 1000 cells per well in triplicates. After overnight incubation, cells were treated with different concentrations of SpiD7 and allowed to form colonies for 7 or 14 days. After incubation, cells were fixed with methanol, stained with 0.5% crystal violet in PBS, rinsed with water, and air dried overnight. Colonies containing >50 cells were counted using inverted light microscope manually.

### Growth inhibition and caspase 3/7 assays

Growth inhibition and caspase 3/7 assay was done following reported methods (46, 51, 53, 54, 55, 68, 69, 70, 71).

### Statistical methods

The mean ± SD of biological replicates was used to generate the graphs, and statistical analyses were performed using two-tailed Student’s *t* test.

## Data availability

All data generated and analyzed in this study are included in the article or can be obtained from the authors upon reasonable request. The MS proteomics data have been deposited to the ProteomeXchange Consortium *via* the PRIDE (72) partner repository with the dataset identifier PXD029783 and 10.6019/PXD029783. All FASTQ files were deposited in the Gene Expression Omnibus database under accession number GSE190368. Please direct all requests to Amarnath Natarajan ().

## Supporting information

This article contains supporting information (40, 41, 73, 74, 75).

## Conflict of interest

A. N. and S.R. are listed as inventors on US patent 11,104,684. All other authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Spirocyclic dimer SpiD7 activates the unfolded protein response to selectively inhibit growth and induce apoptosis of cancer cells
**Source:** J Biol Chem. 2022 Apr 1;298(5):101890. doi: 10.1016/j.jbc.2022.101890
**Supplement:** Supplemental Figures S1–S4 and Tables S2 and S4

## Supporting information

### **Spirocyclic dimer SpiD7 activates the unfolded protein response to selectively inhibit growth and induce apoptosis of cancer cells**

Smit Kour,<sup>a‡</sup> Sandeep Rana,<sup>a‡</sup> Sydney P. Kubica,<sup>a</sup> Smitha Kizhake,<sup>a</sup> Mudassier Ahmad,<sup>a</sup> Catalina Muñoz-Trujillo,<sup>a</sup> David Klinkebiel,<sup>a</sup> Sarbjit Singh,<sup>a</sup> Jayapal Reddy Mallareddy,<sup>a</sup> Surabhi Chandra,<sup>b</sup> Nicholas T. Woods,<sup>a</sup> Adam R. Karpf,<sup>a</sup> and Amarnath Natarajan.<sup>a\*</sup>

**Chemistry Experimental:** All reagents were purchased from commercial sources and were used without further purification. Flash chromatography was carried out on silica gel (200–400 mesh). Thin layer chromatography (TLC) was run on pre-coated EMD silica gel 60 F254 plates and observed under UV light at 254 nm and with basic potassium permanganate dip. Column chromatography was performed with silica gel (230-400 mesh, grade 60, Fisher scientific, USA). <sup>1</sup>H NMR and <sup>13</sup>C NMR spectra were recorded in chloroform-d<sub>3</sub> or DMSO-d<sub>6</sub> on a Varian-500, Varian-600 and Bruker-500 spectrometer (DMSO-d<sub>6</sub> 2.50 ppm for <sup>1</sup>H and 39.00 ppm for <sup>13</sup>C and CDCl<sub>3</sub> was 7.26 ppm for <sup>1</sup>H and 77.00 ppm for <sup>13</sup>C. Proton and carbon chemical shifts were reported in ppm relative to the signal from residual solvent proton and carbon. The purity of all final compounds was ≥95% as determined by analytical HPLC on a reverse-phase column (Zorbax 300SB C18, 2.1 × 150 mm, 5 μm particle size) using an Agilent 1200 series system with UV detector (214nm and 254nm) with the binary system water/acetonitrile containing 0.1% trifluoroacetic acid (TFA) as eluent or Analytical HPLC was carried out on 250 x 4.60 mm C-18 column using gradient conditions (10 – 100% B, flow rate = 1.0 mL/min, 15 min). The eluents used for purification were solvent A (H<sub>2</sub>O with 0.1% Formic acid) and solvent B (CH<sub>3</sub>CN with 0.1% Formic acid).

**Synthesis of analog 19:** Analog 19 was synthesized by using the procedure reported by us previously.<sup>(1)</sup>

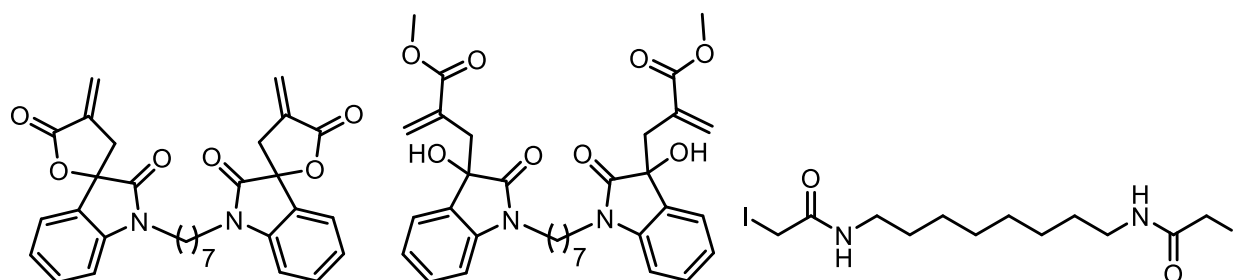

**Synthesis of SpiD7, SpiD7-A and SpiD7-C:** The cyclic (SpiD7), acyclic SpiD7 (SpiD7-A) and the control (SpiD7-C) was synthesized by using the procedure reported by us previously.(2)

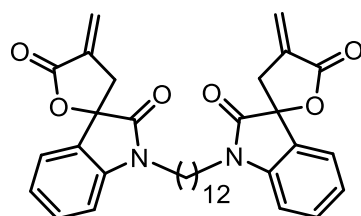

**Synthesis of SpiD12:** SpiD12 was synthesized by using the same procedure as used for SpiD7 using a 12-carbon linker.  $^1\text{H}$  NMR (499 MHz,  $\text{CDCl}_3$ )  $\delta$  7.38 (t,  $J$  = 7.8 Hz, 2H), 7.31 (d,  $J$  = 7.5 Hz, 2H), 7.10 (t,  $J$  = 7.6 Hz, 2H), 6.88 (d,  $J$  = 7.9 Hz, 2H), 6.41 – 6.40 (m, 2H), 5.80 – 5.79 (m, 2H), 3.72 – 3.62 (m, 4H), 3.31 – 3.07 (m, 4H), 1.70 – 1.65 (m, 4H), 1.32 – 1.25 (m, 16H).  $^{13}\text{C}$  NMR (126 MHz,  $\text{CDCl}_3$ )  $\delta$  173.36, 169.01, 143.40, 132.87, 131.19, 126.85, 124.27, 123.38, 123.01, 109.22, 79.29, 40.34, 36.32, 29.41, 29.35, 29.14, 27.16, 26.76. HRMS (ESI-MS) calcd for  $\text{C}_{36}\text{H}_{41}\text{N}_2\text{O}_6$   $[\text{M}+\text{H}]^+$ : 597.2959; found 597.2961.

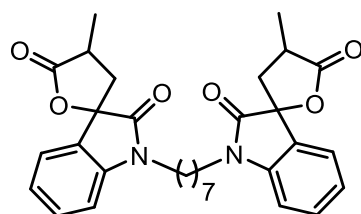

**Synthesis of SpiD7-R:** To a solution of SpiD7 (1 eq) in a round bottom flask in dry THF was added Pd/C (0.2 eq, 5 % by weight on activated carbon). The reaction was vacuumed and purged

with hydrogen three times followed by additional stirring under hydrogen atmosphere for 5 hours. The progress of the reaction was monitored by TLC. After completion of reaction, the reaction mixture was passed through a bed of celite and column chromatographed using hexane and ethyl acetate gradient to obtain the desired product.  $^1\text{H}$  NMR (499 MHz,  $\text{CDCl}_3$ )  $\delta$  7.39 – 7.33 (m, 4H), 7.13 – 7.07 (m, 2H), 6.87 – 6.84 (m, 2H), 3.67 – 3.59 (m, 4H), 3.51 – 3.43 (m, 2H), 2.70 – 2.65 (m, 2H), 2.13 (t,  $J$  = 2.5 Hz, 2H), 1.66 – 1.65 (m, 4H), 1.51 – 1.49 (m, 2H), 1.41 – 1.30 (m, 10H).  $^{13}\text{C}$  NMR (126 MHz,  $\text{CDCl}_3$ )  $\delta$  178.82, 178.50, 174.29, 143.45, 142.88, 131.10, 130.91, 127.91, 126.30, 124.46, 123.77, 123.33, 123.27, 109.24, 109.05, 80.53, 80.20, 40.25, 39.98, 39.84, 38.36, 34.72, 34.33, 28.72, 28.70, 27.04, 26.55, 16.41, 15.50. ESI-MS calcd for  $\text{C}_{31}\text{H}_{34}\text{N}_2\text{O}_6$   $[\text{M}]^+$ : 530.24; found 553.64 (M + Na).

**Synthesis of TPE-MI dye:** The TPE-MI dye was synthesized by using the procedure reported by Liu et al. except a following change in the purification method.(3) The TPE-MI was purified by column chromatography using ethyl acetate and hexane (2:8) as eluting solvents; Yield = 53%.

**Click chemistry:** MiaPaCa2 cells were allowed to grow to 90% confluency in a 10 cm flask under normoxic conditions at 37 °C in a humidified  $\text{CO}_2$  incubator. The cells were treated with 10  $\mu\text{M}$  of Analog **20** for 1h. After incubation, the medium was removed, and the cells were washed with cold PBS. The cells were lysed in a buffer comprised of Radioimmunoprecipitation assay (RIPA) buffer (Thermo Scientific), sodium orthovanadate ( $\text{Na}_3\text{VO}_4$ , Sigma), sodium fluoride ( $\text{NaF}$ , Sigma),  $\beta$ -glycerophosphate (Sigma) and 1mM phenylmethylsulfonyl fluoride (PMSF, Sigma). The samples were incubated on ice for 30 minutes and vortexed at 15-minute intervals. The lysates were centrifuged at 14,000 g for 10 min and supernatant was collected. The lysates were stored at  $-80^\circ\text{C}$  until further use. Click chemistry reaction was performed using 1mg of the thawed lysate. Click reagents (10  $\mu\text{L}$  copper sulphate, 50 mM stock in ddH $_2\text{O}$ ; 15  $\mu\text{L}$  tris[1-benzyl-1H-1,2,3-triazol-4-yl)methyl]amine TBTA, 1.35 mM stock in DMSO; 10  $\mu\text{L}$  TAMRA-Biotin-azide [Sigma-Aldrich #762024], 1 mM stock in DMSO; 10  $\mu\text{L}$  tris(2- carboxyethyl) phosphine hydrochloride TCEP, 50 mM in ddH $_2\text{O}$ ) were added and the reaction was allowed to proceed for 4 h at RT in dark. The sample was washed 3x with 10 mL methanol to pellet the precipitated proteins and air dried. Next, we added 0.2% SDS in PBS and 100  $\mu\text{L}$  high-capacity streptavidin agarose resin (Thermo Scientific, #20361) and incubated at 4 °C for 72h. The sample was kept at RT for 3 h and washed twice with PBS and water. Next, we added 600 $\mu\text{L}$  of 6 M urea/PBS to make total volume up to 1 mL, followed by adding 50  $\mu\text{L}$  DTT (200mM stock in water) and heated at 65 °C for 15min. This was followed by addition of Iodoacetamide (final conc. 15mM,

stock 0.5M) and was kept at RT for 30 mins in dark. The beads were pelleted and resuspended in 50  $\mu$ L of 6 M urea/PBS. Sequencing grade modified trypsin (20  $\mu$ g dissolved in 100  $\mu$ L of trypsin resuspension buffer, Promega) was added and digested overnight at 37 °C. The digested sample was separated from the beads at 1.7 rcf for 5 min using a Micro Bio-Spin column (BioRad). The beads were washed twice with 50  $\mu$ L water and the washes were combined with the eluted peptides and submitted for MS.

**LC-MS/MS and database searches:** Peptides generated by trypsin digest were analyzed by LC-MS/MS on an RSLCnano system (ThermoFisher Scientific) coupled to a Q-Exactive HF mass spectrometer (ThermoFisher Scientific). The samples were first injected onto a trap column (Acclaim PepMap™ 100, 300  $\mu$ m x 0.5 cm, ThermoFisher Scientific) for 3.0 min at a flow rate of 5  $\mu$ L/min before switching in line with the main column. Separation was performed on a C18 nano column (Acclaim PepMap™ 100, 2 $\mu$ m 75 $\mu$ m x 250mm, ThermoFisher Scientific) at 260 nL/min with a linear gradient from 5-32% over 36 min. The LC aqueous mobile phase contained 0.1% (v/v) formic acid in water and the organic mobile phase contained 0.1% (v/v) formic acid in 80% (v/v) acetonitrile. Mass spectra for the eluted peptides were acquired on a Q Exactive HF mass spectrometer in data-dependent mode using a mass range of  $m/z$  250–1500, resolution 120,000, AGC target  $3 \times 10^6$ , maximum injection time 60 ms for the MS1 peptide measurements. Data-dependent MS2 spectra were acquired by HCD as a Top12 experiment with a normalized collision energy (NCE) set at 28%, AGC target set to  $1 \times 10^5$ , 15,000 resolution, intensity threshold  $2 \times 10^4$  and a maximum injection time of 250 ms. Dynamic exclusion was set at 12 sec and the isolation window set to 1.6  $m/z$ .

**Database searching:** The mass spectra were extracted using Proteome Discoverer Daemon (2.4.1.15). All MS/MS samples were analyzed using Mascot (Matrix Science, London, UK; version 2.5.1). Mascot was set up to search the cRAP\_20150130 database (selected for Homo sapiens, unknown version, 20295 entries) assuming the digestion enzyme trypsin allowing for up to 3 missed protease cleavage sites. Mascot was searched with a fragment ion mass tolerance of 0.060 Da and a parent ion tolerance of up to 15.0 PPM. O+14 of pyrrolysine was specified in Mascot as a fixed modification. Deamidated of asparagine and glutamine, oxidation

of methionine and carbamidomethyl of cysteine were specified in Mascot as variable modifications. False discovery rates were determined searching the decoyed database.

**Criteria for protein identification:** Scaffold (version Scaffold\_4.10.0, Proteome Software Inc., Portland, OR) was used to validate MS/MS based peptide and protein identifications. Peptide identifications were accepted if they could be established at greater than 95.0% probability by the Peptide Prophet algorithm (4) with Scaffold delta-mass correction. Protein identifications were accepted if they could be established at greater than 95.0% probability and contained at least 1 identified peptide. Protein probabilities were assigned by the Protein Prophet algorithm (5). Proteins that contained similar peptides and could not be differentiated based on MS/MS analysis alone were grouped to satisfy the principles of parsimony. Proteins sharing significant peptide evidence were grouped into clusters.

**Figure S1**

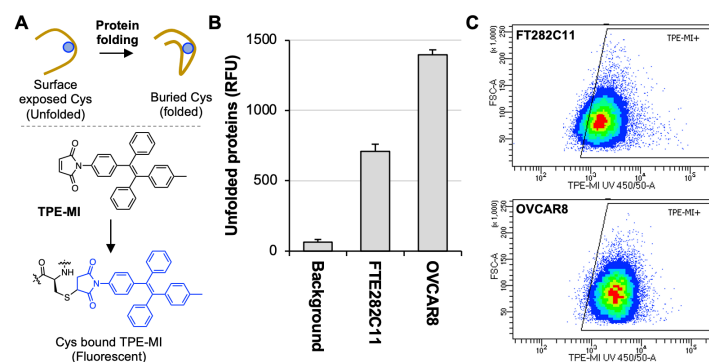

(A) Cartoon shows that there is more surface exposed Cys residues in unfolded proteins and TPE-MI dye becomes fluorescent when it covalently binds to unfolded proteins. (B) Levels of unfolded proteins in immortalized fallopian tube epithelial cells (FT282C11) and HGSC cells (OVCAR8) (C) Flow cytometry study with TPE-MI treated FT282C11 and OVCAR8 cells.

**Figure S2**

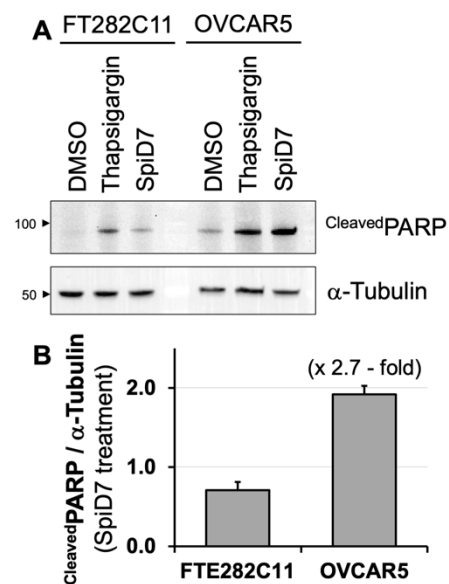

(A) FT282C11 and OVCAR5 cells were treated with 10 $\mu$ M thapsigargin (Tg) or dimer SpiD7 and incubated for 6h. The lysates were subjected to Western blot analyses and the membranes probed for <sup>cleaved</sup>PARP, and  $\alpha$ -Tubulin. (B) SpiD7 treatment results in ~2.7-fold higher levels of <sup>cleaved</sup>PARP in OVCAR5 cells.

Figure S3

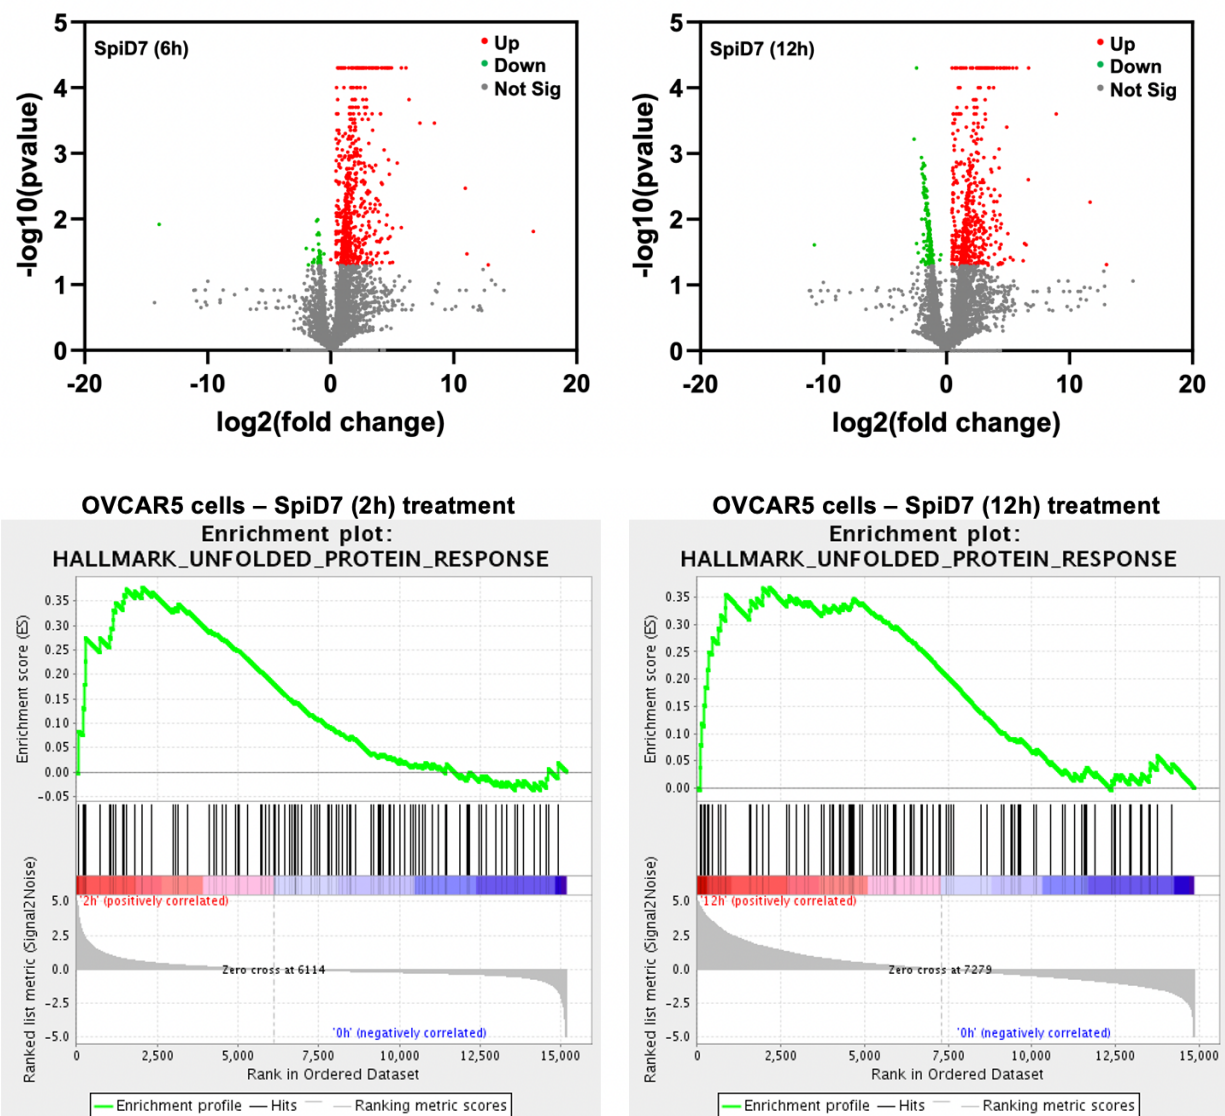

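At 6 h, 1164 of 13287 genes differed more than 2-fold from the mean log2 value of both DMSO libraries, 752 higher and 412 lower. The first DMSO library alone, which the authors' comparison used, gave 966 genes, 834 higher and 132 lower. The recovered DMSO library alone gave 2063 genes, 1031 higher and 1032 lower, and 508 genes passed 2-fold in the same direction against each. At 12 h, 1360 genes passed 2-fold against both DMSO libraries, 861 higher and 499 lower. Against the first DMSO library these were 1091 higher and 536 lower, against the recovered library 932 higher and 1005 lower, and 647 genes passed in the same direction against each. With 1 library per time point, these differences have no replicate check. In the authors' deposited table, 550 entries at 6 h and 679 entries at 12 h had a p-value of at most 0.05 and a change of more than 2-fold, with 536 and 486 of them higher.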

(**Top**) Volcano plot showing the differential RNA expression between the 6h and 12h vehicle and SpiD7 treatment against p value ( $\leq 0.05$  and fold 2-fold change is highlighted in red and green). (**Bottom**) Gene Set Enrichment Analysis (GSEA) for the Hallmark UPR gene set for 2h and 12h, SpiD7 treated cells (FDR  $\leq 0.05$ ).

**Figure S4**

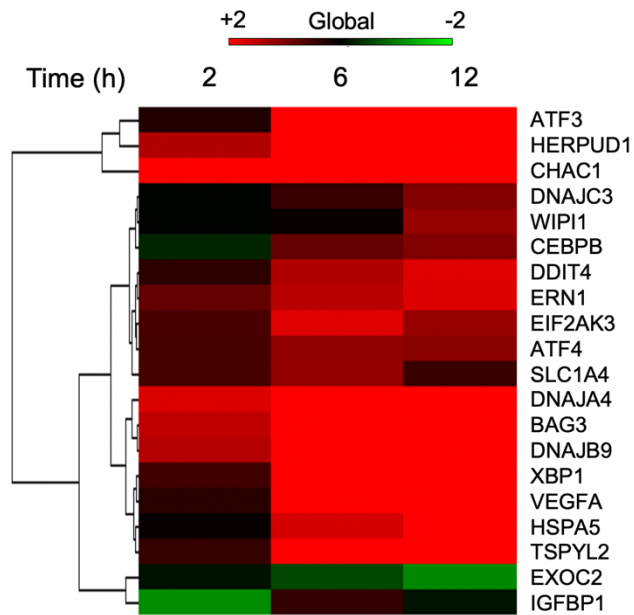

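Of 20 genes labelled in the heat map of Fig. S4, 19 had a mean FPKM of at least 1. Their median log2 fold change against both DMSO libraries was 0.65 at 2 h, 1.44 at 6 h and 1.21 at 12 h. More than 2-fold higher were 6 genes at 2 h and 12 genes at both 6 h and 12 h. The 12 h median was 2.02 against the first DMSO library and 0.71 against the recovered one. The 1 gene more than 2-fold lower at 12 h was EXOC2, with FPKM values of 4.62 and 6.05 in the first and recovered DMSO libraries and 2.24 at 12 h.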

Heat map showing 2-fold change of the Hallmark UPR gene set for the 2, 6, and 12 h, SpiD7 treated cells.

**Table S1:** Click-MS dataset (see attached excel sheet).**Table S2:** The top 20 most significant pathways sorted by p-value for the Click-MS dataset.

| Pathway name                                                                                           | Entities |       |          |          | Reactions |          |
|--------------------------------------------------------------------------------------------------------|----------|-------|----------|----------|-----------|----------|
|                                                                                                        | found    | ratio | p-value  | FDR*     | found     | ratio    |
| Peptide chain elongation                                                                               | 52 / 97  | 0.006 | 1.11e-16 | 3.22e-15 | 5 / 5     | 3.66e-04 |
| Eukaryotic Translation Elongation                                                                      | 53 / 102 | 0.007 | 1.11e-16 | 3.22e-15 | 9 / 9     | 6.60e-04 |
| Nonsense Mediated Decay (NMD) independent of the Exon Junction Complex (EJC)                           | 52 / 101 | 0.007 | 1.11e-16 | 3.22e-15 | 1 / 1     | 7.33e-05 |
| Formation of a pool of free 40S subunits                                                               | 54 / 106 | 0.007 | 1.11e-16 | 3.22e-15 | 2 / 2     | 1.47e-04 |
| GTP hydrolysis and joining of the 60S ribosomal subunit                                                | 59 / 120 | 0.008 | 1.11e-16 | 3.22e-15 | 3 / 3     | 2.20e-04 |
| L13a-mediated translational silencing of Ceruloplasmin expression                                      | 58 / 120 | 0.008 | 1.11e-16 | 3.22e-15 | 3 / 3     | 2.20e-04 |
| Formation of the ternary complex, and subsequently, the 43S complex                                    | 24 / 54  | 0.004 | 1.11e-16 | 3.22e-15 | 3 / 3     | 2.20e-04 |
| Nonsense-Mediated Decay (NMD)                                                                          | 55 / 124 | 0.008 | 1.11e-16 | 3.22e-15 | 6 / 6     | 4.40e-04 |
| Nonsense Mediated Decay (NMD) enhanced by the Exon Junction Complex (EJC)                              | 55 / 124 | 0.008 | 1.11e-16 | 3.22e-15 | 5 / 5     | 3.66e-04 |
| Viral mRNA Translation                                                                                 | 50 / 114 | 0.008 | 1.11e-16 | 3.22e-15 | 2 / 2     | 1.47e-04 |
| SRP-dependent cotranslational protein targeting to membrane                                            | 51 / 119 | 0.008 | 1.11e-16 | 3.22e-15 | 5 / 5     | 3.66e-04 |
| Translation initiation complex formation                                                               | 26 / 62  | 0.004 | 1.11e-16 | 3.22e-15 | 2 / 2     | 1.47e-04 |
| Ribosomal scanning and start codon recognition                                                         | 26 / 64  | 0.004 | 1.11e-16 | 3.22e-15 | 2 / 2     | 1.47e-04 |
| Major pathway of rRNA processing in the nucleolus and cytosol                                          | 54 / 189 | 0.013 | 1.11e-16 | 3.22e-15 | 7 / 7     | 5.13e-04 |
| Eukaryotic Translation Initiation                                                                      | 59 / 130 | 0.009 | 1.11e-16 | 3.22e-15 | 20 / 21   | 0.002    |
| Cap-dependent Translation Initiation                                                                   | 59 / 130 | 0.009 | 1.11e-16 | 3.22e-15 | 17 / 18   | 0.001    |
| Activation of the mRNA upon binding of the cap-binding complex and eIFs, and subsequent binding to 43S | 26 / 66  | 0.004 | 1.11e-16 | 3.22e-15 | 5 / 6     | 4.40e-04 |
| Eukaryotic Translation Termination                                                                     | 51 / 106 | 0.007 | 1.11e-16 | 3.22e-15 | 4 / 5     | 3.66e-04 |
| Translation                                                                                            | 84 / 339 | 0.022 | 1.11e-16 | 3.22e-15 | 66 / 99   | 0.007    |
| rRNA processing in the nucleus and cytosol                                                             | 54 / 208 | 0.014 | 1.11e-16 | 3.22e-15 | 8 / 15    | 0.001    |

\*False Discovery Rate

**Table S3:** Genes that were up or down regulated 4-fold with p-value < 0.05 that were subjected to Euclidean hierarchical clustering (please see attached excel file)

**Table S4:** The top 20 most significant pathways sorted by p-value for genes that were up or down regulated 4-fold with p-value < 0.05 in RNA-seq datasets.

| Pathway name                                                           | Entities |          |          |          | Reactions |          |
|------------------------------------------------------------------------|----------|----------|----------|----------|-----------|----------|
|                                                                        | found    | ratio    | p-value  | FDR*     | found     | ratio    |
| Attenuation phase                                                      | 19 / 47  | 0.003    | 1.11e-16 | 1.42e-14 | 3 / 5     | 3.66e-04 |
| HSF1-dependent transactivation                                         | 20 / 59  | 0.004    | 1.11e-16 | 1.42e-14 | 4 / 8     | 5.86e-04 |
| Regulation of HSF1-mediated heat shock response                        | 24 / 113 | 0.007    | 1.11e-16 | 1.42e-14 | 7 / 14    | 0.001    |
| Cellular response to heat stress                                       | 25 / 135 | 0.009    | 1.11e-16 | 1.42e-14 | 12 / 29   | 0.002    |
| HSF1 activation                                                        | 16 / 43  | 0.003    | 1.11e-16 | 1.42e-14 | 1 / 7     | 5.13e-04 |
| Cellular responses to stress                                           | 45 / 953 | 0.063    | 1.65e-12 | 1.77e-10 | 46 / 381  | 0.028    |
| Cellular responses to stimuli                                          | 45 / 971 | 0.064    | 3.10e-12 | 2.82e-10 | 46 / 412  | 0.03     |
| Response of EIF2AK1 (HRI) to heme deficiency                           | 5 / 29   | 0.002    | 7.20e-05 | 0.006    | 6 / 20    | 0.001    |
| TP53 Regulates Transcription of Genes Involved in G2 Cell Cycle Arrest | 4 / 21   | 0.001    | 2.67e-04 | 0.019    | 6 / 11    | 8.06e-04 |
| RAF-independent MAPK1/3 activation                                     | 4 / 28   | 0.002    | 7.82e-04 | 0.05     | 4 / 12    | 8.79e-04 |
| MAPK3 (ERK1) activation                                                | 3 / 13   | 8.63e-04 | 9.39e-04 | 0.054    | 2 / 4     | 2.93e-04 |
| NGF-stimulated transcription                                           | 5 / 56   | 0.004    | 0.001    | 0.075    | 7 / 37    | 0.003    |
| Interleukin-33 signaling                                               | 2 / 4    | 2.65e-04 | 0.002    | 0.078    | 2 / 2     | 1.47e-04 |
| Unfolded Protein Response (UPR)                                        | 8 / 155  | 0.01     | 0.002    | 0.091    | 7 / 94    | 0.007    |
| G0 and Early G1                                                        | 4 / 38   | 0.003    | 0.002    | 0.1      | 4 / 27    | 0.002    |
| TP53 Regulates Transcription of Cell Cycle Genes                       | 5 / 65   | 0.004    | 0.003    | 0.102    | 7 / 42    | 0.003    |
| Cell-extracellular matrix interactions                                 | 3 / 19   | 0.001    | 0.003    | 0.102    | 3 / 10    | 7.33e-04 |
| Formation of the beta-catenin:TCF transactivating complex              | 5 / 67   | 0.004    | 0.003    | 0.107    | 4 / 13    | 9.53e-04 |
| Transcriptional regulation of granulopoiesis                           | 5 / 71   | 0.005    | 0.004    | 0.129    | 2 / 27    | 0.002    |
| Nuclear Events (kinase and transcription factor activation)            | 5 / 80   | 0.005    | 0.006    | 0.204    | 7 / 48    | 0.004    |

\*False Discovery Rate

## References

1. Rana, S., Blowers, E. C., Tebbe, C., Contreras, J. I., Radhakrishnan, P., Kizhake, S., Zhou, T., Rajule, R. N., Arnst, J. L., Munkarah, A. R., Rattan, R., and Natarajan, A. (2016) Isatin Derived Spirocyclic Analogues with alpha-Methylene-gamma-butyrolactone as Anticancer Agents: A Structure-Activity Relationship Study. *J Med Chem* **59**, 5121-5127
2. Kour, S., Rana, S., Kizhake, S., Lagundzin, D., Klinkebiel, D., Mallareddy, J. R., Huxford, T., Woods, N. T., and Natarajan, A. (2022) Stapling proteins in the RELA complex inhibits TNFalpha-induced nuclear translocation of RELA. *RSC Chem Biol* **3**, 32-36
3. Liu, Y., Yu, Y., Lam, J. W., Hong, Y., Faisal, M., Yuan, W. Z., and Tang, B. Z. (2010) Simple biosensor with high selectivity and sensitivity: thiol-specific biomolecular probing and intracellular imaging by AIE fluorogen on a TLC plate through a thiol-ene click mechanism. *Chemistry* **16**, 8433-8438
4. Keller, A., Nesvizhskii, A. I., Kolker, E., and Aebersold, R. (2002) Empirical statistical model to estimate the accuracy of peptide identifications made by MS/MS and database search. *Anal Chem* **74**, 5383-5392
5. Nesvizhskii, A. I., Keller, A., Kolker, E., and Aebersold, R. (2003) A statistical model for identifying proteins by tandem mass spectrometry. *Anal Chem* **75**, 4646-4658

How the deposited data were processed for this re-analysis (not part of the article)

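RNA of OVCAR5 cells was measured in 6 libraries: 2 with DMSO, 2 with 10 μM SpiD7 for 2 h and 1 each for 6 h and 12 h. By the paper's methods, the authors trimmed the single reads with Trim Galore, aligned them with TopHat, estimated expression with Cufflinks and compared samples with Cuffdiff. The methods name a mouse build, while the deposited loci are human. The authors deposited FPKM values for both sides of 4 comparisons, the log2 fold change of each comparison, and its Cuffdiff p-value and q-value. Cuffdiff scaled each comparison on its own. No column of values was left without a sample or group (0 columns).

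The columns of comparison 2 are named for replicate 2 of DMSO and 2 h. They were first read as single libraries, and a limma test of 2 against 2 columns, with and without a replicate block, was run on them, as were comparisons of the pairs and fits with a column left out. Those results were set aside when it was seen that no row above 0 in the first library is at 0 in the column of the same group and that no row falls below about the same share of the first library. The columns are read here as the authors' means of the libraries of a group. The weight of the first library was the median ratio of the rows at this lower limit (811 rows for DMSO, SD of the share 2.72e-05, and 964 rows for 2 h, SD 3.91e-05). Replicate 2 was recovered by subtracting that share and dividing by it, which assumes equal weights and puts it on the scale of the first library. A remainder under 0.2% of the mean was taken as 0. Another weight would multiply a recovered library by 1 factor, which median-ratio scaling removes. This step was chosen after the data were examined, it is not described by the paper's text, and every value given as recovered rests on it. The design written before the data were examined provided, for a table of group values, that no test be made and the authors' q-values be given as theirs. That was considered first, and those counts are reported beside the test on the recovered libraries. The recovery joins values of comparisons that were scaled separately, through the first library that they share.

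Rows of the same symbol were summed (29982 symbols in 33085 rows). Genes with a mean FPKM of at least 1 over the 6 libraries were kept (13287), and log2(FPKM + 0.1) was used throughout, except where another pseudocount is named. The 2 h libraries were compared with DMSO by limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjustment), without a block and with the replicate number of the sample labels as a block. The pairing comes from those labels alone. At 6 h and 12 h the single library was set against the mean of both DMSO libraries without a test. For gene lists, the median was ranked among 10000 random lists matched on mean expression in 20 bins, as a description of these libraries. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6. On simulated values for 13287 genes with 200 changed 4-fold, limma called 201 genes, 10 of them unchanged, and recovered 95.5% of the changed genes. The simulation gave every gene the same spread, unlike the real libraries.

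The table holds no counts, so that total depth is unknown and no counting error can be given. Low values lay on whole multiples of 1 read in 74.1% to 79.2% of rows, which gives relative depths only. MIR6723 took 9.19% and 25.0% of the FPKM total in the first and recovered DMSO libraries and 8.64% and 21.8% in the 2 h libraries. FPKM is relative to length, so that this is not a share of the reads. The median log2 difference of all genes from the first DMSO library was small, at -0.056 in the recovered DMSO and -0.020 in the recovered 2 h library. A value of 0 can be a failed estimate.

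Apart from MIR1260B and SNORA18, named as called genes after their values were seen, and MIR6723, named for its share of the totals, the genes in the text were chosen by a rule written before the data were examined: every gene that the paper names in its RNA-Seq text, genes among the 5 highest or 5 lowest of Table S3 at 12 h or with another direction than the figures or that table, the 5 largest rises and falls of other genes, and the ends of each gene list. Alternatives were other pseudocounts, filters, scalings and treatments of repeated symbols, only genes the authors marked as testable, limma with an intensity trend, and leaving out each replicate. Normalized enrichment scores and pathway p-values were not calculated.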

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

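The test of scaling for the 4 genes with opposite directions was chosen before its result was seen, and the other tests named here only after.

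HMOX1, which the paper does not discuss, was much higher after SpiD7. Its FPKM was 36.7 and 36.1 in the first and recovered DMSO libraries, 245 and 354 at 2 h, 773 at 6 h and 529 at 12 h, with a log2 fold change of 3.01 at 2 h (adjusted p = 0.539 from limma, higher in 2 of 2 libraries) and 3.86 at 12 h. After median-ratio scaling the 12 h value was 3.89, and against the first DMSO library alone it was 3.85, so that neither the scaling nor the recovered library accounts for it. Treatment with SpiD7 is a candidate explanation, as a hypothesis found in these same libraries. The rise was not steady with time, since the log2 fold change was 4.41 at 6 h, above that at 12 h. Handling of the dishes and the length of vehicle treatment could not be tested. Reads shared with other genes were not tested.

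The mitotic list (16 genes, 2 of them in the paper's lists) had a median log2 fold change of -1.12 at 12 h, with 12 genes more than 2-fold lower and 0 higher than DMSO. Against the DMSO library that gave the smaller fall the median was -0.62, still at percentile 0.0 of the random lists, and the highest median under the median-ratio and upper-quartile scalings was -1.06. Without the genes of the paper's lists, 14 genes remained, with a median of -1.07 at 12 h (percentile 0.0) and 0.11 at 6 h (percentile 68.3). At 6 h the outcome depended on the DMSO library, since the median of the 16 genes was -0.45 (percentile 0.0, 0 of 16 higher) against the first and 0.61 (percentile 99.8, 16 of 16 higher) against the recovered one. The 2 DMSO libraries also differed in this list by a median of -1.09 (recovered against first, 0 of 16 genes higher). This difference went with the replicate number. TOP2A, for example, was at FPKM values of 287 and 128 in DMSO and 289.95 and 110.3 at 2 h, and the list's median at 2 h was 0.15 in the first and -0.08 in the recovered pair. At 12 h, against the first DMSO library, it was -1.67, with 16 of 16 genes more than 2-fold lower. Against the recovered DMSO library only 3 of 16 were. A fall of mitotic genes at 12 h of SpiD7 is a hypothesis that these values leave standing, without a replicate check, since there is 1 library at 12 h.

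Among the named genes, 4 moved in one direction from both DMSO libraries at an early time point and in the other at 12 h, and the difference between time points was not tested. GCLC was higher at 2 h and 6 h and had a log2 fold change of -0.080 at 12 h. LOC101928706 was higher at 2 h and 6 h and stood at -1.21 at 12 h. TCN1 was lower at 2 h and 6 h and stood at 0.059 at 12 h, and ZFP69 was lower at 6 h and stood at 0.17 at 12 h. All 4 kept their opposite directions under median-ratio and upper-quartile scaling. Under these scalings the 12 h value was -1.18 and -1.16 for LOC101928706, 0.093 and 0.11 for TCN1, and 0.21 and 0.23 for ZFP69. The scalings do not account for the pattern in those genes. The unscaled 12 h values of TCN1 and ZFP69 rest on 1 library, however, and are below the limma standard errors at 2 h (0.17 and 0.24). Their direction at 12 h is not resolved from noise. For GCLC the 12 h value shrank to -0.045 and -0.024, within its SD of 0.092 between the DMSO libraries. Its direction at 12 h is therefore too small for the scalings to decide. Of all 13287 genes, 1164 (8.76%) show such a pattern. No biological explanation was tested.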

How the results depend on the processing

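The alternatives named here were set before the data were examined, except the contrasts with the first libraries or the mean columns, which were added after. The recovery of replicate 2, on which most of the values rest, was also chosen after. The reading of the mean columns as second libraries was the first analysis run and became an alternative when the recovery replaced it. The cause of the changes was not tested unless stated.

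The number of genes over 2-fold at 2 h with an adjusted p-value under 0.05 was 3 and depended on the setting. It was 1 with a pseudocount of 1, with median-ratio scaling and with upper-quartile scaling, 6 with a pseudocount of 0.01, 0 without a filter (1198 genes with an unadjusted p under 0.05), 7 for testable genes only, 5 with an intensity trend, and 5 at an adjusted p under 0.10. With the replicate block it was 0 (1874 genes with an unadjusted p under 0.05), where the correlation of same-numbered deviations was 0.369. The q-values of the authors' deposited table gave 87 genes for the first libraries and 22 for the mean columns. With the mean columns read as second libraries limma called 110 genes, 74 higher and 36 lower, and 177 with the replicate block, 138 higher and 39 lower. Both sets held the same 3 genes. Those columns contain the first libraries, so that their spread is too small by construction. Leaving out a replicate leaves 1 library in an arm and gives no call.

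Genes over 2-fold at 2 h numbered 396. They were 247 with a pseudocount of 1, 1092 without a filter, 212 with a mean FPKM of at least 5, and 656 to 877 across the 4 fits that each left out one library, in which the share of higher genes ran from 48.0% to 84.7% against 77.8%. Genes over 2-fold at 6 h numbered 1164, and were 771 with a pseudocount of 1, 2948 without a filter, 572 with a mean FPKM of at least 5, and 966 to 2063 with a DMSO library left out (86.3% and 50.0% higher). Genes over 2-fold at 12 h numbered 1360, and were 869 with a pseudocount of 1, 3395 without a filter and 682 with a mean FPKM of at least 5, and 1627 to 1937 with a DMSO library left out (67.1% and 48.1% higher).

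Genes up 4-fold with a steady rise numbered 178, 441 without a filter and 96 with a mean FPKM of at least 5, and 173 to 187 with a library left out. Genes down 4-fold with a steady fall numbered 71, and were 44 with a pseudocount of 1, 117 without a filter, 46 with a mean FPKM of at least 5, 44 for testable genes only, 33 to 116 with a library left out, 43 with the first libraries alone and 43 with the authors' mean columns at 2 h. Of the 14 genes of the text, 7 rose at each step, and 3 to 8 did with a library left out.

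At 12 h, leaving out the recovered DMSO library moved the median of the PERK/ATF4 list from 1.02 to 1.51 and that of the NRF2 list from 0.44 to 0.28, while leaving out the first gave 1.07 and 0.43. The NF-kB list had a median of -1.22, which was 0.51 without the recovered and -2.77 without the first DMSO library, so that its direction depends on the library, within its large SD of 2.32 over the DMSO libraries. The other 12 h medians run under the alternatives kept their direction. The immediate-early list was not run under them, and its 12 h median was -0.0076 against both DMSO libraries, 1.63 against the first and -1.85 against the recovered one. For single genes, leaving out 1 of the 2 DMSO libraries changes a value by 0.706 to 0.708 of the SD between them, by construction, so that these 166 values show nothing about stability by that measure. Of the 466 values under the other alternatives, 438 stayed within 1 SD of the DMSO libraries or on the same side of the threshold, 26 moved and 2 reversed. The 2 were of DNAJC3 at 2 h, from 0.02 to -0.0059 with median-ratio scaling and, over fits that left out a library, to between -0.27 and 0.32. By sign alone, 26 of all 632 values changed, 22 of them with a DMSO library left out and 3 with a 2 h library left out. They include ATF3 at each time point, IL8, TNFAIP3 and JUNB at 12 h, and HSPA5, DDIT4 and TSPYL2 at 2 h, although these 3 were higher at 2 h in both same-numbered pairs.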

Differences from the paper's values

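The paper reports more than 113 genes, a lower bound, with a change over 2-fold at a false discovery rate under 0.05 without naming the time point, against 3 genes at 2 h here. The count of 3 and the alternatives computed on the recovered libraries rest on a recovery chosen after the values were seen. The count of 3 also comes from the test without the replicate block, which may be too conservative, and does not show that little changed. None of the alternatives set before the data were examined exceeded 113. The q-values of the authors' deposited table for the first 2 h libraries, with 87 genes, fell short of it by less than 1.5 times, and the others by more. Reading the mean columns as second libraries gave 110 genes, and 177 with the replicate block, which exceeds 113. That reading was the first analysis run. It was listed as an alternative after the values were seen, when the recovered libraries replaced it because its libraries are not independent. The q-values of the authors' deposited table at the other time points, counted after the values were seen, gave 127 genes at 6 h and 67 at 12 h, and 182 genes passed in at least 1 comparison, so that the count at 6 h and that over all comparisons exceed 113.

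For genes down 4-fold the paper reports 31, with a p-value criterion, and 71 were found here without one. A pseudocount of 1 gave 44, a mean FPKM of at least 5 gave 46, testable genes only gave 44, and leaving out the recovered DMSO library gave 33, each within 1.5 times of the paper's value, and the other alternatives set before did not come within it. With the first libraries alone or with the authors' mean columns at 2 h, both chosen after the values were seen, 43 were found.

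For the 12 h log2 fold changes of Table S3, the paper's value is given first. The paper's text does not state which libraries those values came from. HSPA6 had the paper's 10.97 and 11.81 here, and CCL26 the paper's 6.46 and 5.62 here. Leaving out the recovered DMSO library gave 11.27 and 6.10, within the spread, and the other alternatives set before did not. TNFAIP3 had the paper's 3.72 and -0.46 here, and JUNB the paper's 2.04 and -0.35 here. Both differ from the paper's in sign. Leaving out the recovered DMSO library gave 1.91 and 2.00, of the paper's sign and closer to the paper's value than the SD between the DMSO libraries (3.35 and 3.31), and under the other alternatives the sign stayed negative.

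None of the alternatives set before the data were examined closed the following gaps. These alternatives include the first DMSO library alone, which the authors' deposited 12 h comparison used. The gaps therefore also lie between Table S3 and the deposited FPKM values. Against that library RMRP, for example, was at 2.95, CCRL2 at -0.66 and LOC100507316 at -0.20. RMRP had the paper's 5.67 and 2.96 here. CCRL2 had the paper's -3.23 and -0.64 here. PIF1 had the paper's -3.14 and -1.42 here. LOC284009 had the paper's -3.08 and 0.041 here, and LOC644656 the paper's -3.07 and 0.53 here. LOC100506885 had the paper's -3.00 and -0.40 here. LOC100507316 had the paper's 4.07 and -0.18 here, LOC101928706 the paper's 2.93 and -1.21 here, GCHFR the paper's 2.43 and -1.01 here, and SERAC1 the paper's 2.22 and -0.35 here. TCN1 had the paper's -2.07 and 0.059 here, GALNT9 the paper's -2.07 and 0.15 here, and ZFP69 the paper's -2.07 and 0.17 here. PRR15 had the paper's -2.36 and 0.10 here, and PYCARD the paper's -2.55 and 0.035 here. With the recovered DMSO library left out, GCHFR (0.13), LOC284009 (-0.22) and PRR15 (-0.21) took the paper's sign. With the first left out, GALNT9 (-0.23) and PYCARD (-0.47) did. The other genes of this paragraph kept their sign in both cases.

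The paper names the 14 genes as examples of a rise with time. Here 7 of the 14 rose at each step, and 8 did with upper-quartile scaling or without the recovered DMSO library. The number was 3 without the first DMSO library, 4 without the first 2 h library and 5 without the recovered 2 h library. Figure 4C shows IL8 as raised at 6 h and 12 h, and here its log2 fold change was -2.10 and -1.94 against both DMSO libraries and 2.32 at 12 h against the first alone.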

Other observations

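The test of transcription running on from a neighbour was chosen before its result was seen, and the other tests named here only after.

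The columns named for replicate 2 hold values of the first libraries. No row above 0 in a first column was at 0 in the column of the same group. If such a column were a mean that includes the first library, what is left after the first library would move in whole steps of 1 read of its own, and 70.7% of low values did for DMSO and 73.0% for 2 h. If the reads of both libraries had been merged before counting, these steps would be those of the first library. For DMSO 8.83% of low values lay on such steps, fewer than the 15.3% on random steps. For 2 h 48.5% did, against 10.9% on random steps, which was not explained. The best step for 2 h, with the 73.0%, lay at a log2 ratio of -0.564 and not at the first library's -0.97. This argues against merging there too. The candidate explanation that remains for both is that Cuffdiff reported the mean of both libraries. The colours of the 2 h column of Fig. S4 follow the fold changes of these mean columns with a rank correlation of 0.998 across 20 genes, against 0.933 for the recovered libraries and 0.661 for the first libraries, while the 6 h and 12 h colours follow the first DMSO library (0.884 and 0.898) more closely than the recovered one (0.495 and 0.491). The heat map may therefore show 2 h against both DMSO libraries and the later time points against a control nearer to the first. The mean of both DMSO libraries was not tried for the 6 h and 12 h colours, so that the first alone is not settled.

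The 2 DMSO libraries differ widely. ATF3 was 6.42 higher on the log2 scale in the recovered library, and 6.50 after median-ratio scaling, so that scaling does not account for it. HSPA6, which SpiD7 raises, differed by -1.08, which speaks against a swapped or mixed SpiD7 library. An immediate-early list of 20 genes, written after the first values were seen and without ATF3 and IL8, was higher in the recovered library by a median of 3.29, at percentile 100.0 of random lists, in 19 of 20 genes. The NF-kB list was higher by 3.76 in 14 of 14 genes. A broader immediate-early response in the second replicate is a candidate explanation. Handling of the dishes or the length of vehicle treatment could not be tested. ATF3, IL8, TNFAIP3 and JUNB are among the genes whose direction after SpiD7 changes with the DMSO library.

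Genes in 3 further lists, fixed before the data were examined, were tested without the genes of the paper's lists, HMOX1 and TNFAIP3. The NRF2 list had medians of 0.47 at 6 h and 0.43 at 12 h, at percentiles 99.98 and 99.96, but its lowest percentile over the pairs at 2 h and the later time points was 46.5, so that a rise of the whole list was not seen in each. The NF-kB list rose in the first pair at 2 h (0.30) and fell in the recovered pair (-0.82), with a lowest percentile of 0.0. Against both DMSO libraries it was at -1.70 at 6 h and -1.32 at 12 h, with 0 of 11 genes higher. That fall depends on the recovered library, since the whole list of 14 genes was at 0.78 and 0.51 against the first. A rise was a hypothesis of the re-analysis, whereas the paper states that SpiD7 perturbs this pathway. The sterol list had medians of 0.12 in the first and -0.04 in the recovered pair at 2 h, -0.02 at 6 h and 0.20 at 12 h, at percentiles 97.0, 54.8, 24.0 and 95.5. With the genes of the paper's lists, its 12 h median was 0.43, at percentile 99.95. That median was 0.66 (percentile 100.0) against the first DMSO library. Against the recovered one it was 0.06 (percentile 60.1, 6 of 12 genes higher), so that the high percentile depends on the library. These 3 hypotheses of a general rise were not borne out in each contrast.

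Genes with low values (mean FPKM of 0.1 to 5) that lie within 10 kb downstream of an expressed gene on the same strand had a median log2 fold change of 0.18 at 6 h and 0.24 at 12 h, at percentile 100.0 of random lists of low-expressed genes at both times (490 genes). The 313 genes whose expressed neighbour lies head to head had medians of 0.02 and 0.05. Transcription running on past the ends of genes after SpiD7 may explain the difference, as a hypothesis. The test uses 1 library per time point.

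The 5 largest rises at 12 h outside the paper's lists were LOC102723551, LOC102723931, TRNL1, LOC102724287 and HSPA7, each listed at 0 in both DMSO libraries, with FPKM values at 12 h of 37188, 5101, 1682, 80.8 and 51.5. HSPA7, annotated as an unprocessed pseudogene, was not checked for reads shared with HSPA6. The 5 largest falls were LOC102724492, LOC101930310, SNORA32, SCARNA22 and LOC102723830, each listed at 0 at 12 h. LOC102723830 was also listed at 0 in the first DMSO library and at 2 h and 6 h, so that its fall rests on the recovered DMSO library alone.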
